# Organ-specific remodeling of the Arabidopsis transcriptome in response to spaceflight

**DOI:** 10.1186/1471-2229-13-112

**Published:** 2013-08-07

**Authors:** Anna-Lisa Paul, Agata K Zupanska, Eric R Schultz, Robert J Ferl

## Abstract

**Background:**

Spaceflight presents a novel environment that is outside the evolutionary experience of terrestrial organisms. Full activation of the International Space Station as a science platform complete with sophisticated plant growth chambers, laboratory benches, and procedures for effective sample return, has enabled a new level of research capability and hypothesis testing in this unique environment. The opportunity to examine the strategies of environmental sensing in spaceflight, which includes the absence of unit gravity, provides a unique insight into the balance of influence among abiotic cues directing plant growth and development: including gravity, light, and touch. The data presented here correlate morphological and transcriptome data from replicated spaceflight experiments.

**Results:**

The transcriptome of *Arabidopsis thaliana* demonstrated organ-specific changes in response to spaceflight, with 480 genes showing significant changes in expression in spaceflight plants compared with ground controls by at least 1.9-fold, and 58 by more than 7-fold. Leaves, hypocotyls, and roots each displayed unique patterns of response, yet many gene functions within the responses are related. Particularly represented across the dataset were genes associated with cell architecture and growth hormone signaling; processes that would not be anticipated to be altered in microgravity yet may correlate with morphological changes observed in spaceflight plants. As examples, differential expression of genes involved with touch, cell wall remodeling, root hairs, and cell expansion may correlate with spaceflight-associated root skewing, while differential expression of auxin-related and other gravity-signaling genes seemingly correlates with the microgravity of spaceflight. Although functionally related genes were differentially represented in leaves, hypocotyls, and roots, the expression of individual genes varied substantially across organ types, indicating that there is no single response to spaceflight. Rather, each organ employed its own response tactics within a shared strategy, largely involving cell wall architecture.

**Conclusions:**

Spaceflight appears to initiate cellular remodeling throughout the plant, yet specific strategies of the response are distinct among specific organs of the plant. Further, these data illustrate that in the absence of gravity plants rely on other environmental cues to initiate the morphological responses essential to successful growth and development, and that the basis for that engagement lies in the differential expression of genes in an organ-specific manner that maximizes the utilization of these signals – such as the up-regulation of genes associated with light-sensing in roots.

## Background

The completion of the International Space Station (ISS), including the installation of experiment hardware and the presence of a regular crew complement, presents enormous opportunity to examine the longer term effects of spaceflight and microgravity on living systems. ISS capabilities now include stable orbital environment, flexible-environment growth chambers, on orbit imaging, functional laboratory-bench areas, crew time for harvest, and a facile, reliable sample storage and return strategy [1-3]. Given these capabilities, the 2010 NRC Decadal Survey, Recapturing a Future for Space Exploration: Life and Physical Sciences Research for a New Era [4] strongly encouraged the application of molecular biology technologies to ISS studies to address fundamental questions of plant growth and development in spaceflight, in the absence of unit gravity, which is considered a major environmental force shaping plant evolution.

Plants have a long and international history in spaceflight research (recent reviews include: [5-10]), and because of the relationship between gravity and plant architecture [11], plants are considered important tools for discovery of gravity-related biological phenomena [7]. Yet the cultivation of plants within spaceflight vehicles presented numerous physical and engineering challenges that complicated interpretation of fundamental plant responses. For example, the management of root-zone water and aeration is affected by the lack of convection and related boundary layer issues, along with the unique behavior of water and capillary action in microgravity, and the attendant engineering designed to ameliorate the impact of these issues is an important feature of spaceflight experiments [10,12]. Early experiments with plants highlighted the need for understanding and overcoming these technical limitations, while nonetheless establishing that near typical plant growth can occur in space. Many studies indicated that as engineering challenges were overcome, plant growth and development approached terrestrial norms [6,9,13].

Even as engineering challenges have been overcome, investigations have shown that plants in various growth systems do respond to spaceflight with modified gene expression patterns. *Arabidopsis* seedlings in completely sealed canisters showed changes in gene expression consistent with cell wall modifications, while *Arabidopsis* cell cultures demonstrated a very different gene expression response from that of seedlings [14-16]. Plants in a single-celled stage, such as the gravity-sensitive spores of fern *Ceratopteris richardii* also respond to spaceflight with changes in gene expression patterns [17,18]. Conversely, wheat leaves, using limited arrays, showed few significant changes in transcriptional profiles between spaceflight and ground environments [19].

The work reported here is a biologically replicated molecular analysis of 12-day-old *Arabidopsis* plants grown on phytagel plates within the Advanced Biological Research System (ABRS). The designation of this flight experiment was TAGES, which is an acronym for Transgenic Arabidopsis Gene Expression System. The use of plates within the ABRS created a benign culture environment that minimized hardware-induced stress factors. With the roots coursing along the surface of the media, problems with root-zone aeration and water and nutrient delivery were eliminated while the ABRS provided controlled lighting, temperature, and air quality. Leaves, hypocotyls and roots all differ in their gene expression responses to spaceflight, and spaceflight appears to primarily affect several hormone signaling pathways, which may drive extensive cell wall remodeling especially in roots.

## Results

### Access to facilities on the ISS allowed facile spaceflight growth, imaging, and harvest of Arabidopsis

Growth of *Arabidopsis* on standard laboratory Petri plates was conducted within the ABRS using the GFP Imaging System (GIS) (Figure 1A, B - see Methods), which provided straightforward crew access for harvesting (Figure 1C). The plants exhibited robust growth (Figure 2A), and after 12 days were harvested to RNAlater in KSC Fixation Tubes (KFTs, Figure 2B). The loaded KFTs were frozen for storage on orbit and eventual return to earth. 

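Gene expression in leaves, hypocotyls and roots was measured on 30 Affymetrix ATH1 arrays, 5 from spaceflight and 5 from ground control for each organ. Each array held RNA from a pool of plants grown for 12 days, and the deposited labels name the leaf samples shoots. The deposited values are MAS5 signals on a linear scale, which the authors scaled so that the trimmed mean of every array lay between 499.7 and 499.8. The median signal of an array ran from 158.9 to 203.8 and its 25th percentile from 27.1 to 69.1. The signals were converted to log2, and spaceflight was compared with ground control within each organ by limma over 22746 probe sets, with p-values adjusted by the Benjamini-Hochberg method. No probe set was left out for low signal. Probe sets among the 40% with the lowest mean log2 signal in an organ are called low-signal, which corresponds to a mean signal below 92.5 in leaves, 89.8 in hypocotyls and 108.6 in roots. Gene signals are given as mean and SD over arrays, and fold changes as the difference of mean log2 signals with the standard error from limma. Touch genes, jasmonate genes and 19 other gene lists were written before the deposited data were examined. The paper, which reports these arrays, was known by then, so lists on its themes are not independent of them. Each list was compared with the other genes on the array by camera, with p-values adjusted over the 21 lists of an organ. Camera was run with a preset correlation of 0.01 between genes and again with a correlation estimated from the arrays. The number of arrays limits the precision of every value.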

After return, the spaceflight plants (FLT), together with ground control plants (GC) (Figure 2C), were recovered from RNAlater and dissected into roots, leaves, and hypocotyls for analysis (Figure 2D). Ground control experiments were conducted using identical ABRS hardware and an environmental chamber programmed to ISS environmental conditions. Both flight and ground control plants were harvested after 12 days of growth to KFTs, and ground control samples were collected parallel to every spaceflight sample.

**Figure 1:**
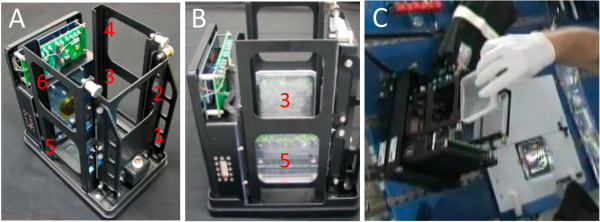
**The GFP Imaging System (GIS). (A)** A photograph of the GIS hardware with the 6 slots for plates. Each slot is assigned a number (shown in red) to identify plate position: positions 1, 3, and 5 are on the bottom tier, and positions 2, 4, and 6 are in the top tier. The plate in position 1 is situated opposite the camera, which can collect both fluorescent- and white-light images of plate 1. **(B)** A side view of the GIS shows the configuration of plates 3 and 5. **(C)** On orbit, plates can be easily removed for harvest at the Maintenance Work Area (MWA), which is a surface in the US Lab of the ISS that is equipped for biological science, including a docking station for the GIS and a photogrid for the plates. The image shows an astronaut removing a plate from the GIS as well as a plate attached to the photo grid to the right of the GIS.

**Figure 2:**
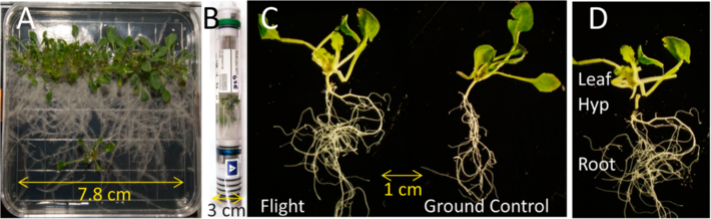
**In flight harvests for transcriptome analyses. (A)** A representative upper-tier plate (plate 6 from run 1B). **(B)** A Kennedy Space Center Fixation Tube (KFT) photographed after it had been returned to authors. Plant material can be seen in the central chamber. **(C)** Representative individual flight (left) and ground control (right) plants after they have been removed from the KFT. **(D)** An example of how individual plants were separated into leaf, hypocotyl, and root fractions.

### The transcriptome of Arabidopsis demonstrated organ-specific changes in response to spaceflight

There were 480 genes that showed significant (p < 0.01) differential expression by at least 1.9-fold (Figure 3A, Additional file 1) and 58 by more than 7-fold (Additional file 2) in any organ; yet leaves, hypocotyls, and roots each displayed unique patterns of gene expression in response to spaceflight. 

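SIAR1 (AT1G44800), which encodes an amino acid transporter, had a signal of 1297 ± 116 (SD, n = 5) in flight leaves and 2518 ± 261 (SD, n = 5) in ground control leaves. On the log2 scale its fold change was -0.96 (standard error 0.12, adjusted p = 0.216), from limma. AT2G15130 had a signal of 32.9 ± 12.0 (SD, n = 5) in flight hypocotyls and 3.02 ± 1.02 (SD, n = 5) in ground control hypocotyls, and its log2 fold change was 3.44 (standard error 0.31, adjusted p = 0.0228). Its signals were low, and it also passed after scaling to a shared 75th percentile, but not after quantile normalization, with an offset, by the methods' t-test, with limma's trend and robust settings, with a block for replicate or plate, on plate means or with all organ arrays in 1 fit, nor when any of 5 of the 10 arrays was left out. AT1G35210 had a signal of 657 ± 180 (SD, n = 5) in flight roots and 149 ± 51.0 (SD, n = 5) in ground control roots, with a log2 fold change of 2.17 (standard error 0.30, adjusted p = 0.173). At an unadjusted p under 0.01 and a fold change of at least 1.9, 255 probe sets passed in leaves, 173 in hypocotyls and 300 in roots, together 700 different probe sets. Of those in leaves, 64 were higher and 191 lower in flight. In hypocotyls 96 were higher and 77 lower, and in roots 240 were higher and 60 lower. Low-signal probe sets made up 78.4% of the calls in leaves, among them 184 of the lower ones, while the other leaf calls were 48 higher and 7 lower. A change of more than 7-fold was found for 110 probe sets in any organ, and the 60 of these found in leaves were lower in flight and had low signals. After quantile normalization, 119 probe sets in leaves were higher and 88 lower. A single ground control leaf array, from plate 2, had a 25th percentile of 69.1 against 33.0 to 45.7 in the other ground control leaf arrays, and without it 128 of the low-signal calls in leaves were lower.

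**Figure D1:**
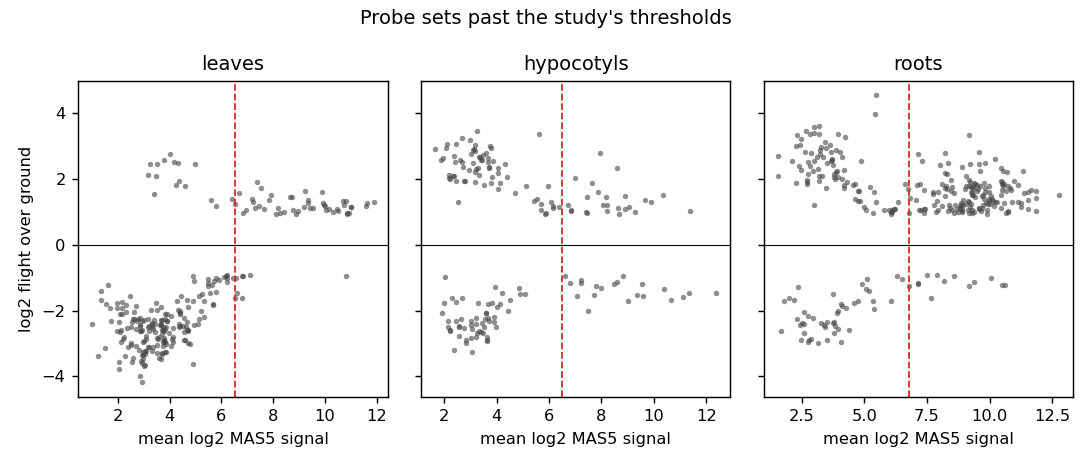
Probe sets at an unadjusted p under 0.01 and a fold change of at least 1.9 in each organ, with the mean log2 signal over the 10 arrays on the horizontal axis and the log2 fold change of flight over ground control on the vertical axis. The dashed line is the limit of the lowest 40% of probe sets by signal; in leaves 184 of the 191 lower probe sets lie left of it, and in roots 151 of the 240 higher ones lie right of it.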

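MYB7, which encodes a MYB transcription factor, and ATL31, which encodes a RING-type ubiquitin ligase, were the 2 probe sets higher at an unadjusted p under 0.01 and 1.9-fold in leaves, hypocotyls and roots alike. No probe set was lower at these thresholds in every organ. Leaves and hypocotyls shared 6 higher probe sets, where 0.27 would be shared by chance if organs were independent. Among them were MYB4, a repressor of sinapate ester synthesis, and ADF8, an actin depolymerizing factor. Leaves and roots shared 8 higher probe sets against 0.68 by chance, which included those of the ethylene response factors ERF-1 and ERF104 and of RAV1. Hypocotyls and roots shared 9 against 1.01 by chance, which included those of DREB2A, ZAT6, WRKY18 and GRX480. For each pair of organs 1 probe set was lower in both, against 0.65, 0.5 and 0.2 by chance. These were GOLS3, a galactinol synthase, in leaves and hypocotyls, AT3G54580 in leaves and roots, and AT2G38100 in hypocotyls and roots. Called in opposite directions were 0 probe sets in leaves and hypocotyls, 1 in leaves and roots and 3 in hypocotyls and roots. Of the higher probe sets, 52 passed in leaves alone, 83 in hypocotyls alone and 225 in roots alone. Of the lower ones, 189 passed in leaves alone, 75 in hypocotyls alone and 58 in roots alone. Genes of an organ are not independent and the organs were cut from the same plants, so the numbers by chance are a reference and not a test. The shared counts also moved with the offset, the low-signal filter and the methods' t-test, as given in the closing part.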

Figure 3B provides a pair of Venn diagrams that illustrates the distribution patterns of differentially expressed genes among leaves (green circle), hypocotyls (blue circle), and roots (tan circle).

**Figure 3:**
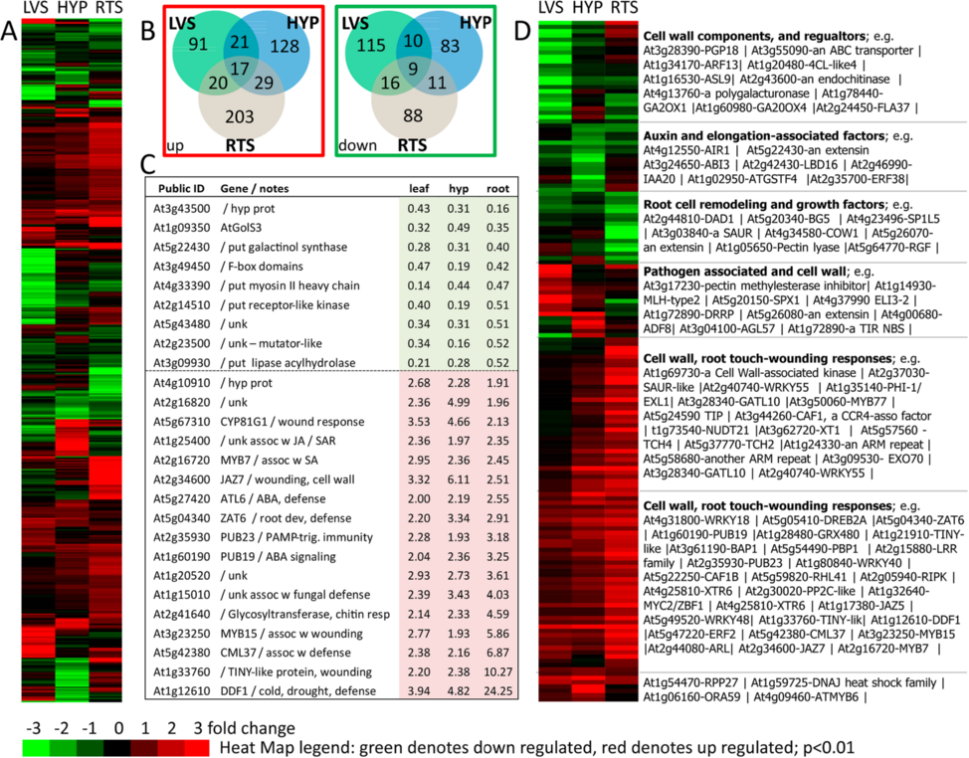
**Differentially expressed genes in response to the spaceflight environment. (A)** The hierarchical clustering of all 480 genes with statistically significant (p < 0.01) differential expression in the spaceflight environment by at least 1.9-fold in at least one of the three organs (LVS – Leaves; HYP – Hypocotyls; RTS – Roots). **(B)** A pair of Venn diagrams that illustrates the organ-specific gene expression patterns of up (red box, left) and down (green box, right) among leaves (green), hypocotyls (blue), and roots (tan). **(C)** A list of the 26 genes coordinately up or down regulated in all organs. The Public ID number is annotated with a brief description, and the corresponding fold-change values are shown in the columns designated for each organ. **(D)** A hierarchical clustering of 158 genes from **(A)**, which have an association with cell wall remodeling and cell expansion, pathogen or wounding responses, and growth hormone signal transduction. A partial annotation of genes representative of each cluster is given to the right of the graphic. A fully annotated version of **(D)** is presented in Additional file 3: Figure S1. Green indicates down-regulated genes and red indicates up-regulated genes. Heat-map legend values are in log_[2]_. Hierarchical clustering methods used on the graphics were after [20].

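The study chose the genes of Figure 3C on these same arrays, so their direction here is not independent evidence. Of the 17 genes listed as up-regulated in Figure 3C, all 17 were higher in flight in each organ, and 16 were higher by at least 1.9-fold in every organ. MYB7 had a log2 fold change of 1.51 in leaves, 1.30 in hypocotyls and 1.22 in roots, with standard errors of 0.46, 0.36 and 0.21. In roots its signal was 1599 ± 373 (SD, n = 5) in flight roots and 681 ± 124 (SD, n = 5) in ground control roots. ATL31 had log2 fold changes of 1.13, 1.21 and 1.32 in the same order. AT1G15010, a gene of unknown function, had 1.40, 1.85 and 1.96, and AT2G41640, a glycosyltransferase family gene, 1.24, 1.25 and 2.13. An unadjusted p under 0.01 was reached by 5 of the 17 genes in leaves, 6 in hypocotyls and 12 in roots. Of the 9 genes listed as down-regulated, 7 have a probe set of their own, and all 7 were lower in each organ, 4 of them by at least 1.9-fold in every organ. By limma with its default settings no gene of either list passed an adjusted p of 0.05 over all probe sets in any organ. With limma's trend and robust settings MYB7 (adjusted p = 0.00742), ATL31 (adjusted p = 0.0211), AT2G41640, PUB23, ZAT6 and AT1G25400 passed in roots.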

There were 26 genes that were coordinately expressed in roots, hypocotyls, and leaves by at least 1.9-fold in all organs; 17 of these genes up-regulated and 9 down-regulated (Figure 3C). All but one of the coordinately up-regulated genes with known functions are associated with plant cell wall remodeling and defense response. 

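Among these genes, MYB15, a transcription factor of cold and defence responses, had a signal of 2554 ± 1580 (SD, n = 5) in flight roots and 472 ± 324 (SD, n = 5) in ground control roots. This amounts to a log2 fold change of 2.47 (standard error 0.65, adjusted p = 0.357) in roots, against 1.44 in leaves and 0.95 in hypocotyls. CML37, a calmodulin-like calcium sensor induced by wounding, had a signal of 409 ± 224 (SD, n = 5) in flight roots and 71.0 ± 52.5 (SD, n = 5) in ground control roots, with a log2 fold change of 2.73 (standard error 0.62). In leaves and hypocotyls its log2 fold changes were 1.21 and 1.15. PUB23, a U-box ubiquitin ligase that restrains defence responses, had a signal of 1102 ± 309 (SD, n = 5) in flight roots and 353 ± 57.5 (SD, n = 5) in ground control roots. Its log2 fold change in roots was 1.60 (standard error 0.23, adjusted p = 0.173). ZAT6, a zinc finger transcription factor of stress responses, had log2 fold changes of 1.36, 1.87 and 1.48 in leaves, hypocotyls and roots. CYP81G1, a cytochrome P450, had 1.53, 2.46 and 1.13, from low signals in every organ. The standard errors in leaves were 0.94 for MYB15, 0.82 for CML37 and 0.81 for PUB23, and none of the 3 genes reached an unadjusted p of 0.05 in leaves.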

Only 6 of the 9 coordinately down-regulated genes have a known function; three are also associated with cell wall remodeling and defense response, and the other three are generally associated with signal transduction that impacts growth.

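GOLS3, which makes galactinol, the precursor of raffinose, had a signal of 29.3 ± 14.7 (SD, n = 5) in flight leaves and 100.2 ± 29.2 (SD, n = 5) in ground control leaves. Its log2 fold change was -1.84 (standard error 0.35, adjusted p = 0.274) in leaves, -1.07 in hypocotyls and -1.39 in roots. AT3G09930, which encodes a GDSL-type lipase, had a signal of 9.46 ± 6.53 (SD, n = 5) in flight leaves and 50.4 ± 39.3 (SD, n = 5) in ground control leaves, with a log2 fold change of -2.54 (standard error 0.62) there and of -1.84 and -0.88 in hypocotyls and roots. For AT5G22430 the log2 fold changes were -2.07, -1.76 and -1.20 in leaves, hypocotyls and roots. For AT3G49450, an F-box protein gene, they were -1.47, -2.51 and -1.14, and for AT4G33390 -3.12, -1.23 and -0.92. An unadjusted p under 0.01 was reached by 3 of the 7 measured genes in leaves, 4 in hypocotyls and 1 in roots, and by none in all organs. In hypocotyls, GOLS3 alone had a signal above the low-signal limit, 108 ± 38.6 in flight and 225 ± 78.2 in ground control (SD, n = 5). The other 6 measured genes had low signals in every organ.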

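ABCG16, an ABC transporter, had a log2 fold change of -3.34 (standard error 0.49) in leaves and 1.36 (standard error 0.36) in roots. ASL9, a lateral organ boundary domain gene, had -1.61 in leaves and 0.00 in roots, a difference of -1.61 (standard error 0.47, adjusted p = 0.509). The flight effect on 22746 probe sets was compared between organs by the interaction term of limma over the 30 arrays, with the plant pool as a random block. The number of probe sets whose flight effect differed at an adjusted p under 0.05 was 0 for leaves against hypocotyls, 0 for leaves against roots and 0 for hypocotyls against roots. The smallest adjusted p-values were 0.157, 0.0768 and 0.209, and 1297, 1585 and 1354 probe sets had an unadjusted p under 0.05. Across all probe sets, the log2 fold changes of leaves and hypocotyls had a Pearson's r of 0.05, those of leaves and roots 0.07 and those of hypocotyls and roots 0.08. Across the 12164 to 12658 probe sets that were not low-signal in either organ, r was 0.45, 0.35 and 0.40. These are correlations across genes, which are not independent replicates. Of the organs' lists, jasmonate pathway genes had a median log2 fold change of 0.45 over 18 genes in leaves and 0.63 in hypocotyls. In both organs the list lay above other genes by camera, which compares test statistics and not medians (camera, adjusted p = 0.000325 and 8.12e-07). With an estimated correlation neither passed (adjusted p = 0.486 and adjusted p = 0.508 with an estimated correlation). JAZ7 and ORA59, a repressor and an activator of jasmonate responses, were higher in hypocotyls at an adjusted p under 0.05 when adjusted over the list alone, and no jasmonate gene was in leaves.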

Most of the genes differentially expressed in response to spaceflight are not coordinately expressed among organs (Figure 3A, B and D); however, in each organ there remains a strong tendency for the involvement of defense and cell remodeling genes. Figure 3D shows a subset of 158 genes chosen from the 480 shown in Figure 3A, which are genes that have been associated with various aspects of cell wall remodeling and cell expansion, pathogen and wounding responses, or growth hormone signal transduction. Each cluster is annotated with a few representative genes; a fully annotated version can be found in Additional file 3. 

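Of 20 expansins, cell wall proteins that loosen the wall during cell elongation, 0 passed in leaves at an adjusted p under 0.05, over all probe sets or when adjusted over the list alone. EXPA5 had a signal of 719 ± 244 (SD, n = 5) in flight leaves and 1208 ± 211 (SD, n = 5) in ground control leaves. On the log2 scale its fold change was -0.79 (standard error 0.23, adjusted p = 0.0662 over the list alone). EXPB3 had a signal of 530 ± 80.8 in flight and 909 ± 262 in ground control (SD, n = 5), with a log2 fold change of -0.75 (standard error 0.22). The median over the list was -0.54 in leaves. By camera the list lay below other genes (adjusted p = 0.00132), but it did not pass with an estimated correlation (adjusted p = 0.251 with an estimated correlation). The mean signal of the list on each leaf array was lower in flight by an exact two-sided permutation test (p = 0.00794, the smallest that 5 arrays against 5 allow; adjusted over the 21 lists 0.167), while over plates an exact permutation test gave p = 0.1, the smallest that 3 plates against 3 allow. Of 28 genes of early auxin response and auxin transport, 0 passed in leaves, with a median of -0.17 (camera, adjusted p = 0.404), and 0 in roots, with a median of 0.00 (camera, adjusted p = 0.312). In roots, IAA2, an auxin response repressor gene, had a signal of 816 ± 209 in flight and 1225 ± 156 in ground control (SD, n = 5), with a log2 fold change of -0.62 (standard error 0.21, adjusted p = 0.448 over the list alone). Of 21 xyloglucan endotransglucosylases, which cut and rejoin wall polymers, 0 passed in leaves, where the median was 0.21 and the mean -0.06 (camera, adjusted p = 0.167).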

As in the set of coordinately expressed genes, the down-regulated genes were largely associated with a number of factors regulating cell elongation and hormone signal transduction. 

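In roots, 8 of 16 WRKY transcription factor genes of defence were higher in flight at an adjusted p under 0.05 when adjusted over the list alone, and 0 over all probe sets by limma with its default settings. With trend and robust settings WRKY54 passed over all probe sets (adjusted p = 0.0162), and with low-signal probe sets left out WRKY54 and WRKY40 did. WRKY54 had a signal of 613 ± 138 (SD, n = 5) in flight roots and 285 ± 29.1 (SD, n = 5) in ground control roots, with a log2 fold change of 1.08 (standard error 0.19, adjusted p = 0.00417 over the list alone). For WRKY40 the signal was 2479 ± 1550 in flight and 371 ± 276 in ground control (SD, n = 5), and the log2 fold change 2.80 (standard error 0.65, adjusted p = 0.00821 over the list alone). The median of the list was 1.07 (camera, adjusted p = 1.36e-08; adjusted p = 0.0386 with an estimated correlation). In leaves and hypocotyls, where 0 WRKY genes passed, the medians were 0.47 and 0.37 (camera, adjusted p = 1.7e-05 and 0.013; adjusted p = 0.469 and adjusted p = 0.569 with an estimated correlation). Of 18 jasmonate pathway genes, 7 were higher in roots over the list alone, with a median of 0.94 (camera, adjusted p = 1.4e-06; adjusted p = 0.241 with an estimated correlation). Among them were AOC3, an enzyme of jasmonate synthesis, at 1807 ± 827 in flight and 636 ± 118 in ground control (SD, n = 5), and MYC2, the transcription factor of jasmonate responses, at 3155 ± 1180 in flight and 1268 ± 420 in ground control (SD, n = 5). Of 18 genes of salicylate and pathogen defence, 2 were higher in roots over the list alone (camera, adjusted p = 0.00505; adjusted p = 0.0849 with an estimated correlation). These were CBP60g, an activator of salicylate synthesis, at 98.8 ± 10.6 in flight and 48.2 ± 6.62 in ground control (SD, n = 5), a low signal, and GRX480, a glutaredoxin, at 1320 ± 809 in flight and 339 ± 95.6 in ground control (SD, n = 5). The salicylate list had a median of 0.35 in leaves (camera, adjusted p = 0.0146; adjusted p = 0.486 with an estimated correlation) and of -0.01 in hypocotyls (camera, adjusted p = 0.777).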

The up-regulated genes were closely associated with cell wall remodeling and touch, wounding, and pathogen responses. 

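Of the 35 probe sets higher in flight by more than 7-fold at an unadjusted p under 0.01, 22 were higher in roots and 14 in hypocotyls, and none in leaves. DDF1 and AT1G33760, both genes of the AP2/ERF family of transcription factors, were among those in roots. AT1G33760 had a signal of 21.8 ± 16.1 (SD, n = 5) in flight roots and 1.67 ± 0.717 (SD, n = 5) in ground control roots, with a log2 fold change of 3.34 (standard error 0.67, adjusted p = 0.241). AT1G51090, a gene of a heavy metal transport and detoxification family, had 54.4 ± 26.0 in flight and 5.43 ± 3.44 in ground control (SD, n = 5), and GEX2, a gamete-expressed gene, 42.9 ± 19.9 in flight and 5.84 ± 2.70 in ground control (SD, n = 5). ORA47, an AP2/ERF gene that activates jasmonate synthesis, had mean signals of 2200 in flight and 346.7 in ground control roots. This amounts to a log2 fold change of 3.32 (standard error 0.92, adjusted p = 0.404). Of the 29 probe sets that differed by more than 7-fold in roots, 28 had low signals and ORA47 was the other, named after its values were seen. All 22 in hypocotyls had low signals.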

Most of the highly up-regulated genes were represented in roots, including 20 of the 31 genes induced by more than 7-fold (Additional file 2).

### Selected transcriptional responses to spaceflight were shown to be consistent among distinct flight experiments

RT-qPCR data for five selected target genes were obtained from two additional, comparable flight experiments. The genes DDF1, DREB2A, TCH4, JAZ7 and ELIP1 were initially chosen to provide quantitative support for the Run 2B array data, being selected on the basis of their high differential expression in those arrays and functional interest. This same set of genes was later used to evaluate transcriptional trends displayed by the roots of plants in the 1A and 2A flight experiments. 

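In the roots, TCH4, which encodes a xyloglucan endotransglucosylase induced by touch, had a signal of 5961 ± 2230 (SD, n = 5) in flight roots and 1385 ± 800 (SD, n = 5) in ground control roots. Its log2 fold change was 2.24 (standard error 0.46, adjusted p = 0.257). DREB2A, a transcription factor of drought and heat responses, had a signal of 1184 ± 490 (SD, n = 5) in flight roots and 316 ± 75.7 (SD, n = 5) in ground control roots, with a log2 fold change of 1.78 (standard error 0.38, adjusted p = 0.263). DDF1, a related transcription factor, had 315 ± 187 (SD, n = 5) in flight roots and 15.0 ± 15.8 (SD, n = 5) in ground control roots, with a log2 fold change of 4.52 (standard error 1.06, adjusted p = 0.308) and ground control signals near background. JAZ7, a repressor of jasmonate responses, had 436 ± 374 (SD, n = 5) in flight roots and 134 ± 63.3 (SD, n = 5) in ground control roots, with a log2 fold change of 1.32 (standard error 0.64, adjusted p = 0.728). ELIP1, an early light-induced protein of the chloroplast, had 175 ± 36.1 (SD, n = 5) in flight roots and 328 ± 35.2 (SD, n = 5) in ground control roots, with a log2 fold change of -0.93 (standard error 0.17, adjusted p = 0.196). The unadjusted p-values from limma were 0.000711 for TCH4, 0.000926 for DREB2A, 0.00174 for DDF1, 0.0677 for JAZ7 and 0.000335 for ELIP1. With limma's trend and robust settings ELIP1 passed over all probe sets (adjusted p = 0.0447). With low-signal probe sets left out TCH4 and ELIP1 (adjusted p = 0.0296 for both) and DREB2A (adjusted p = 0.035) passed, and DREB2A also with the flight sample of plate 2 left out (adjusted p = 0.0309). Of 17 genes of the cold and DREB regulon, 4 were higher in roots at an adjusted p under 0.05 when adjusted over the list alone, namely DREB2A, DDF1, CBF2 and CBF1 (camera, adjusted p = 0.000767; adjusted p = 0.19 with an estimated correlation). CBF2 had a signal of 1986 ± 906 in flight and 495 ± 448 in ground control (SD, n = 5), and CBF1 of 677 ± 289 in flight and 162 ± 136 in ground control (SD, n = 5). The median of the list in roots was 0.35. In hypocotyls 0 members of the list passed and in leaves GOLS3 alone, as a lower gene, with medians of 0.23 (camera, adjusted p = 0.275) and 0.01 (camera, adjusted p = 0.977).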

DDF1, DREB2A, TCH4, and JAZ7 were all similarly induced in the three spaceflight growth time frames, while ELIP1 was similarly repressed (Figure 4). These data illustrated the repeatability of the spaceflight response across two separate launches and three distinct ISS growth experiments conducted months apart.

**Figure 4:**
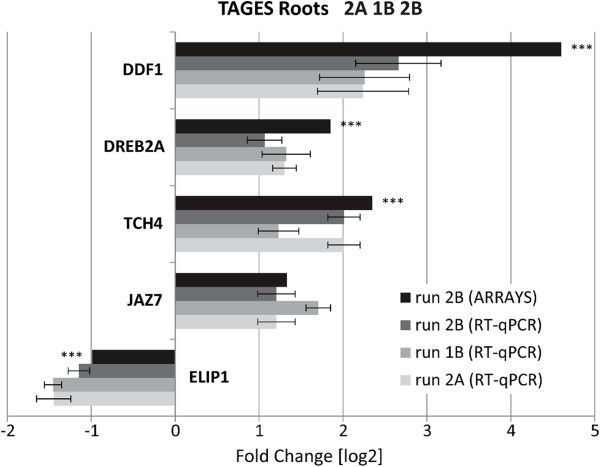
**Quantitative analyses across three separate spaceflight experiments.** Quantitative RT-qPCR analyses were used to check the consistency of gene expression in root RNA across three separate TAGES flight experiments: Run 1B, Run 2A, and Run 2B. Runs 1B, 2A, and 2B were composed of identical *Arabidopsis* lines and grown under identical conditions, although in three distinct windows of time on the ISS (see Methods). The fold-change between flight and ground control is presented for five genes showing statistically significant (p < 0.01) differential expression in the microarrays conducted for the Run 2B plants (black). The RT-qPCR fold-change values (in log_[2]_) for each gene are presented below the array values in gradients of gray bars: Run 2B (dark gray), Run 1B (medium gray), Run 2A (light gray). Error bars for each RT-qPCR set indicate Standard Deviation with an n = 3 of biological replicates. The asterisks (***) associated with array data bars indicate p ≤0.005; otherwise, p ≤0.01. The public ID numbers for the genes presented are: DDF1 (At1g12610), DREB2A (At5g05410), TCH4 (At5g57560), JAZ7 (At2g34600), ELIP1 (At3g22840).

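Over the 5 flight root arrays the signal of TCH4 ran from 3156 to 8301 and over the 5 ground control root arrays from 574.6 to 2441. DREB2A ran from 390.8 to 1665 in flight and from 237.6 to 437 in ground control. DDF1 ran from 19.7 to 468.1 in flight and from 2.20 to 41.4 in ground control, and its lowest flight value came from plate 2. JAZ7 ran from 89.9 to 931.5 in flight and from 76.0 to 228.5 in ground control. ELIP1 ran from 128.8 to 215.6 in flight and from 275.9 to 357.7 in ground control. The groups did not overlap for TCH4 and ELIP1.

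**Figure D2:**
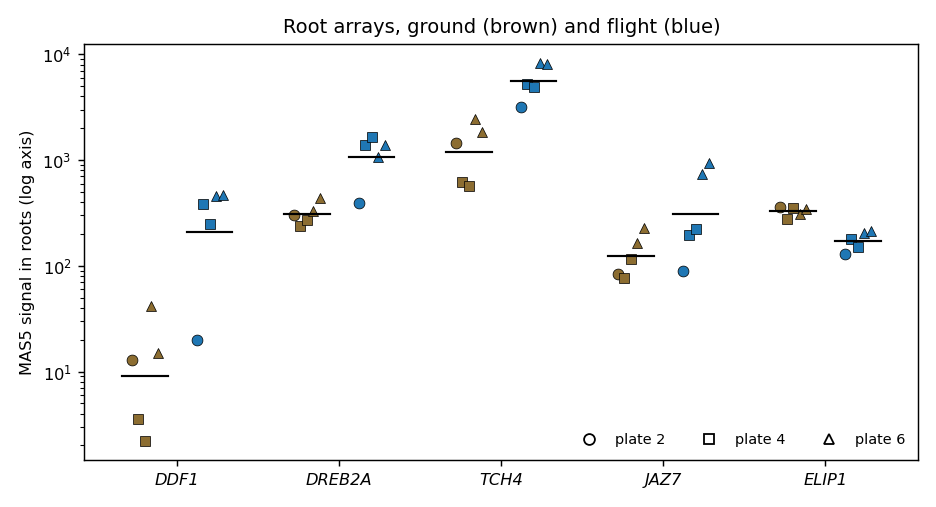
MAS5 signal on a log axis of DDF1, DREB2A, ELIP1, JAZ7 and TCH4 on each of the 5 flight and 5 ground control root arrays, with a black line at the mean of the log signals. Flight arrays lie above ground control arrays for TCH4 and below them for ELIP1, and the groups overlap for the other genes.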

### Changes in auxin-mediated signaling occurred over the course of plant development with the GFP reporters

A DR5r:GFP reporter gene line was imaged in Run 3A over time to evaluate potential changes in auxin-related gene expression patterns through development on orbit. The three reporter gene lines shown in Figure 5A and 5B are delineated by white lines: positive control 35s:GFP plants at left, Adh:GFP plants in the center, and DR5r:GFP plants at right. The constitutive expression of GFP in the 35s:GFP plants was apparent. No apparent differential GFP expression between flight and ground control was induced in the Adh:GFP plants. However, the DR5r:GFP plants showed differential GFP expression in the hypocotyls in spaceflight compared with those of ground controls over the duration of the flight. In the first few days after germination on orbit, the DR5r:GFP levels were similar for flight plants and the comparable ground controls. As development progressed through day 5, the relative expression of GFP in the ground controls exceeded that of the flight plants. Later, beginning at day10, the flight plants showed an increase of expression and exceeded expression levels of the ground controls, which remained static after day 6. Examples of images from these time frames, along with graphical representation of the green intensity values are shown in Figure 5b and 5C.

**Figure 5:**
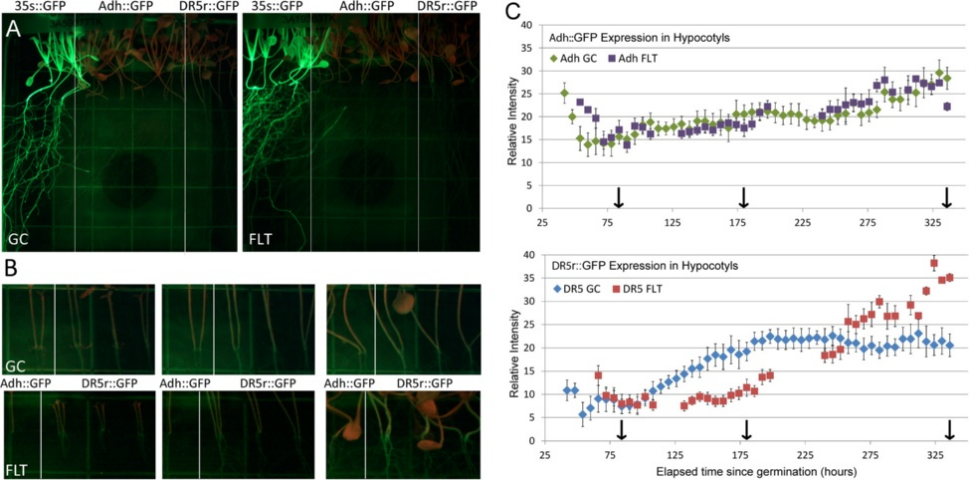
**GFP reporter gene images from Run 3A, Plate 1. (A)** Three GFP reporter gene lines were planted on each plate: 35s::GFP (left), Adh::GFP (center) and DR5r::GFP (right). The ground control plate (GC) is shown on the left and the corresponding flight plate (FLT) on right. Both were 14.5-days old at the end of the experiment. The constitutive expression of the GFP reporter in the 35s::GFP plants is visible in both images. There was no apparent GFP expression induced by the Adh promoter (Adh::GFP), although the DR5r::GFP plants show differential GFP expression in hypocotyls. **(B)** Enlarged views of Adh::GFP and DR5r::GFP hypocotyls are shown for three developmental time points: 3.5, 7.5, and 14 days. These time points correspond to the arrows along the x-axis in the graphs of **(C)**. **(C)** Quantification of green fluorescence in Adh::GFP and DR5r::GFP hypocotyls for ground control and flight plants over time. The graphs plot the average GFP value in the Adh::GFP and DR5r::GFP hypocotyls at each time point. Ground control (GC) values are presented in diamonds (Adh-green, DR5r::GFP-blue) and flight (FLT) values as squares (Adh-purple, DR5r::GFP-red). The y-axis provides green channel intensity in arbitrary units, and the x-axis shows the elapsed hours since germination was initiated. Images were collected every 6 hours. Missing FLT values on the graph are due to missing orbital images. Each value is the average of the scan of the same set of hypocotyls captured at each time point; error bars reflect standard error of the mean: n = 5 for GC; n = 7 for FLT. These images were identically treated with respect to background noise subtraction and adjustments of brightness and contrast to enhance visibility of hypocotyls. Visibility adjustments of these images do not affect the quantitative data collected through ImageJ from the original images and those presented in the graph.

## Discussion

Completion of the ISS, together with operational hardware, effective experimentation strategies, and sample return protocols, has allowed for the first time a complete, replicated, organ-specific transcriptome analysis for physiological adaptation of *Arabidopsis* to spaceflight in laboratory-typical plant growth conditions. The present experiments compare spaceflight plants to plants grown on the ground in robustly replicated conditions, using ground hardware and procedures identical to those of the ISS. These experiments do not separate gravity out as single factor, but rather consider spaceflight in all of its collective inputs. A 1g centrifuge on orbit would allow experiments to begin to separate gravity from the other environmental factors of spaceflight (e.g. [21-23]), provided that the orbital centrifuge was large enough to eliminate gravity gradients within the plants. It is unlikely, however, that artificial gravity will be possible on any likely orbital or transit vehicles, so there is scientific and operational value in examining the collective effects of spaceflight on terrestrial biology, and especially plants if they are to be used for supplementing life support in extended orbital and long distance transit vehicles such as those envisioned for trips to Mars [24-26].

There were 480 genes observed to be differentially expressed in spaceflight versus ground control plants. 

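AT1G35210 and PUB23 were among the root probe sets with the smallest p-values, but no root or leaf probe set passed an adjusted p of 0.05 over all 22746 probe sets in limma. The smallest adjusted p was 0.216 in leaves and 0.173 in roots, and AT2G15130 was the 1 probe set that passed in hypocotyls. By the methods' t-test, 0 passed in any organ after Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 1731 probe sets in leaves, 1416 in hypocotyls and 1637 in roots, and an unadjusted p under 0.01 for 410, 305 and 479, where 227 would be found by chance. The flight and ground control signals did not overlap for 342 probe sets in leaves (1.5%), 271 in hypocotyls (1.19%) and 378 in roots (1.66%), against 0.79% by chance. With low-signal probe sets left out, 65 probe sets passed in roots, 56 of them higher in flight. With a variance that depends on the signal and is robust to outliers, 62 passed in roots, AT1G35210 at an adjusted p of 0.00225 and PUB23 at 0.00234.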

The observation that only 480 genes were affected is remarkable, given that spaceflight plants and ground controls were operationally separated by 230 miles of altitude, 17,000 mph of velocity, and the other attendant potential impacts of orbital spaceflight, indicating that spaceflight environments have become extremely well controlled. Yet those 480 genes reveal a specific, rather robust, and in some ways unexpected physiological adaptation to spaceflight.

Leaves, roots, and hypocotyls engage different genes but adopt similar strategies to adapt to the spaceflight environment. 

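Jasmonate, WRKY and touch genes had medians above 0 in every organ. So did heat shock, phosphate starvation, cold and abscisic acid genes, the last 2 lists with medians of 0.01 in leaves. The organs were cut from the same plants, so they are not separate evidence. The difference between organs was itself tested for 63 pairs of a list and 2 organs. Touch and wound genes differed between hypocotyls and roots by -0.64 on the log2 scale (camera on the interaction, adjusted p = 0.000808). For leaves against roots the difference was -0.54 (adjusted p = 0.0824) and for leaves against hypocotyls 0.10 (adjusted p = 0.29). Phosphate starvation genes were higher by 0.66 in leaves than in hypocotyls relative to ground control (adjusted p = 0.000808). Root hair genes differed by 0.67 between hypocotyls and roots (adjusted p = 0.0292). Photosynthesis genes differed by -0.31 between leaves and roots (adjusted p = 0.0182) and by -0.24 between hypocotyls and roots (adjusted p = 0.0292). Between leaves and hypocotyls, flavonoid genes differed by 0.78 (adjusted p = 8.03e-05) and hypoxia genes by 0.2 (adjusted p = 0.0458). None of these differences passed with an estimated correlation, where every adjusted p lay at 0.77 or above (adjusted p = 0.789 for touch genes in hypocotyls against roots with an estimated correlation).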

Although unexpected, the major thread that connects the responses in these organs is that many of the differentially expressed genes are associated with touch, wound response, and cell wall remodeling, as well as the hormone signaling pathways that govern these processes.

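Of 30 genes of the touch and rapid wound response, 26 were higher in flight roots at an adjusted p under 0.05 when adjusted over the list alone, 4 did not pass and none was lower. The median log2 fold change of the list in roots was 1.40. CAF1b, a subunit of the deadenylase that removes the poly(A) tail of transcripts, had a signal of 1033 ± 364 (SD, n = 5) in flight roots and 305 ± 133 (SD, n = 5) in ground control roots, with a log2 fold change of 1.79 (standard error 0.35, adjusted p = 0.00452 over the list alone). PUB23, TCH4 and CAF1a were the other members with the smallest p-values in roots. In hypocotyls MYB51, a regulator of indole glucosinolates, and ZAT6 passed over the list alone, and in leaves 0 did, with medians of 0.79 and 0.79. MYB51 had 639 ± 158 in flight and 349 ± 71.3 in ground control (SD, n = 5) in hypocotyls, and ERF104, an ethylene response factor, 2644 ± 577 in flight and 1257 ± 613 in ground control (SD, n = 5) in leaves. By limma with its default settings 0 touch genes passed over all probe sets in any organ. With trend and robust settings PUB23, CAF1b (adjusted p = 0.023), ZAT6 (adjusted p = 0.0302) and SYP122 (adjusted p = 0.0461) passed in roots, and with low-signal probe sets left out PUB23, TCH4, CAF1b, CAF1a, ZAT6, ZAT12, CML37 and WRKY40. Of the 30 genes, 7 are also named in the paper. The list lay above other genes in camera in roots (adjusted p = 1.16e-28), leaves (adjusted p = 5.36e-14) and hypocotyls (adjusted p = 1.98e-09), but in none with an estimated correlation (adjusted p = 0.0586, adjusted p = 0.469 and adjusted p = 0.569 with an estimated correlation). By array, the mean log2 signal of the list was 10.59 ± 0.52 in flight and 9.23 ± 0.50 in ground control roots, 11.00 ± 0.51 and 10.18 ± 0.84 in leaves, and 10.42 ± 0.50 and 9.72 ± 0.78 in hypocotyls (SD, n = 5). An exact two-sided permutation test over arrays gave p = 0.00794 in roots, the smallest that 5 arrays against 5 allow (0.0556 adjusted over the 21 lists), p = 0.111 in leaves and p = 0.135 in hypocotyls. The list also differed between plates of the same environment. In roots the plate means were 9.07, 8.79 and 9.76 on ground control plates 2, 4 and 6, and 9.82, 10.48 and 11.07 on flight plates 2, 4 and 6, and an exact two-sided permutation test over plates gave p = 0.1, the smallest that 3 plates against 3 allow. In leaves the ground control plates 2, 4 and 6 had 10.45, 9.30 and 10.94 and the flight plates 10.10, 11.13 and 11.32, and in hypocotyls 10.08, 8.88 and 10.37 and 9.64, 10.49 and 10.75. On plate 2 flight lay below ground control in both (exact permutation p over plates 0.4 in leaves and 0.5 in hypocotyls). The paper states that the organs engage different genes but follow similar strategies, and names touch, wounding and cell wall genes as what connects their responses.

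**Figure D3:**
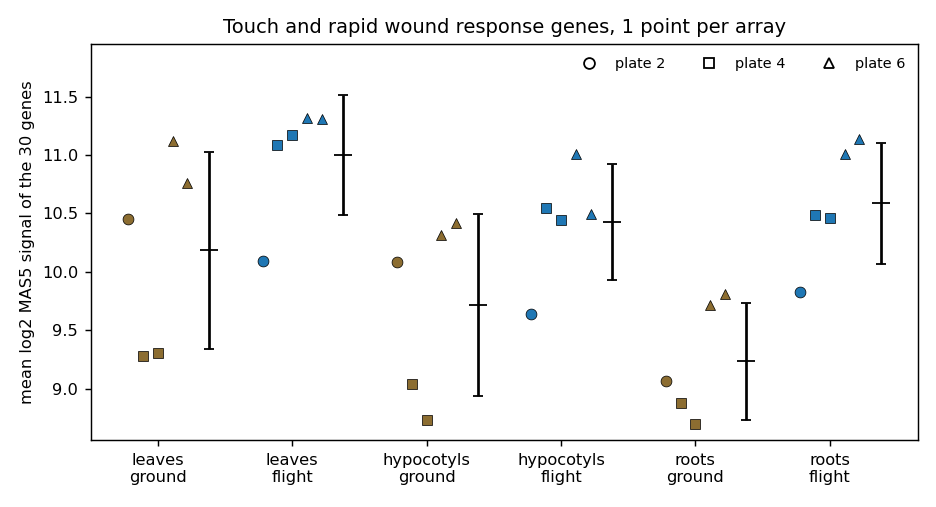
Mean log2 signal of the 30 touch and rapid wound response genes on each array of leaves, hypocotyls and roots, with ground control in brown and flight in blue, and circles, squares and triangles for plates 2, 4 and 6. Bars give mean and SD over 5 arrays; in roots flight arrays average 10.59 and ground control arrays 9.23.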

In leaves, genes involved with hormone signaling, such as ABC transporters and auxin response factors [27,28], are highly repressed, as are several genes encoding cell wall associated proteins, including an endochitinase, polygalacturonase, xylan glucuronosyltransferase, an arabinogalactan precursor, and a lateral organ boundary-domain containing protein [29,30]. 

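The ABC transporter gene ABCG16 (AT3G55090) had a signal of 2.85 ± 2.00 (SD, n = 5) in flight leaves and 26.9 ± 13.0 (SD, n = 5) in ground control leaves, with an adjusted p of 0.216 from limma. ARF13, an auxin response factor, had 3.52 ± 2.41 (SD, n = 5) in flight leaves and 27.5 ± 14.7 (SD, n = 5) in ground control leaves, with a log2 fold change of -2.92 (standard error 0.63, adjusted p = 0.342). AT2G43600, of the chitinase family, had a log2 fold change of -3.27 (standard error 0.73), and AT4G13760, of the polygalacturonase family, -3.43 (standard error 0.79). PGSIP5, a glucuronosyltransferase of xylan, had 2.87 ± 2.22 (SD, n = 5) in flight leaves and 29.9 ± 16.4 (SD, n = 5) in ground control leaves, with a log2 fold change of -3.58 (standard error 0.57, adjusted p = 0.225). FLA3, a fasciclin-like arabinogalactan protein, had a log2 fold change of -2.33 (standard error 0.55). In roots PGSIP5 had a signal of 185 ± 39.3 in flight and 208 ± 94.3 in ground control (SD, n = 5). These genes and ASL9, all 7 of them, had low signals in leaves. In the authors' deposited calls, the probe sets of ABCG16, ARF13, AT4G13760, PGSIP5 and FLA3 were present on 0 of the 10 leaf arrays, that of AT2G43600 on 1 and that of ASL9 on 5.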

The highly up-regulated genes unique to leaves are primarily associated with defense typical of leaf herbivory and pathogen response [31,32], and some calcium and phosphate metabolism signaling that may be associated with wounding and gravity sensing [33,34]. 

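CRK4, a cysteine-rich receptor-like kinase of defence, had a signal of 387 ± 70.1 (SD, n = 5) in flight leaves and 202 ± 22.2 (SD, n = 5) in ground control leaves. On the log2 scale its fold change was 0.93 (standard error 0.16, adjusted p = 0.225). MYB73, a MYB transcription factor, had 2603 ± 276 (SD, n = 5) in flight leaves and 1369 ± 340 (SD, n = 5) in ground control leaves, with a log2 fold change of 0.96 (standard error 0.18, adjusted p = 0.274). Of 14 phosphate starvation genes, 2 were higher in leaves at an adjusted p under 0.05 when adjusted over the list alone, SPX1, a regulator of phosphate responses, and GDPD1, which breaks down glycerophosphodiesters. SPX1 had 1876 ± 988 (SD, n = 5) in flight leaves and 559.6 ± 128 (SD, n = 5) in ground control leaves, with a log2 fold change of 1.58 (standard error 0.39, adjusted p = 0.0274 over the list alone). GDPD1 had 780 ± 395 (SD, n = 5) in flight leaves and 264 ± 70.3 (SD, n = 5) in ground control leaves, with a log2 fold change of 1.44 (standard error 0.38, adjusted p = 0.0274 over the list alone). The median of the phosphate list was 0.59 in leaves (camera, adjusted p = 1.56e-06; adjusted p = 0.469 with an estimated correlation). It was 0.03 in hypocotyls (camera, adjusted p = 0.844) and 0.32 in roots (camera, adjusted p = 0.0041; adjusted p = 0.319 with an estimated correlation), where 0 members passed. In leaves the plate means of the list were 7.90, 7.59 and 7.35 on ground control plates 2, 4 and 6. On the flight plates they were 8.24, 7.60 and 8.91. An exact permutation test of the leaf list mean gave p = 0.0873 over arrays and p = 0.2 over plates. In hypocotyls flight lay below ground control on plates 2 and 4 (7.46 against 7.51 and 6.70 against 7.40). On plate 6 it lay above (8.14 against 7.32). AT3G13310, a DnaJ family gene, had 3167 ± 863 in flight and 1403 ± 167 in ground control (SD, n = 5), and AT1G72890, a TIR-NBS resistance gene, 235 ± 40.1 in flight and 111 ± 32.3 in ground control (SD, n = 5). No gene of leaves passed over all probe sets by limma with its default settings. With trend and robust settings 5 probe sets passed, among them AT3G13310 (adjusted p = 0.0223) and MYB73 (adjusted p = 0.0296), and with all organ arrays in 1 fit 21 did, among them AT3G13310 (adjusted p = 0.00571).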

At least one gene, PGP18, has been associated with both light signal perception and cell wall remodeling [35]. 

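PGP18 (AT3G28390), an ABC transporter of the P-glycoprotein family, had a signal of 3.13 ± 2.08 (SD, n = 5) in flight leaves and 31.9 ± 16.2 (SD, n = 5) in ground control leaves. This amounts to a log2 fold change of -3.32 (standard error 0.64, adjusted p = 0.274) in leaves, where the unadjusted p was 0.000489. In roots its signal was 22.9 ± 24.2 (SD, n = 5) in flight roots and 7.77 ± 12.0 (SD, n = 5) in ground control roots, with a log2 fold change of 1.97 (standard error 0.95, adjusted p = 0.724). In hypocotyls the signal was 6.58 ± 8.45 in flight and 13.5 ± 12.3 in ground control (SD, n = 5) and the log2 fold change -1.14 (standard error 0.94). The flight effect in leaves minus that in roots was -5.29 (standard error 1.24, adjusted p = 0.331, limma's interaction). All these signals were low.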

While this gene is highly up-regulated in leaves, the same PGP18 is highly repressed in roots.

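In hypocotyls, XTH24, a xyloglucan endotransglucosylase, had a signal of 2305 ± 485 (SD, n = 5) in flight hypocotyls and 1364 ± 233 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.0743 over the list alone). XTR6, another member of this family, had 1565 ± 595 (SD, n = 5) in flight hypocotyls and 712 ± 388 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of 1.22 (standard error 0.50). The expansin EXPA15 had 863 ± 188 in flight and 1370 ± 485 in ground control (SD, n = 5), and the expansin-like EXLA1 4284 ± 1580 in flight and 2278 ± 786 in ground control (SD, n = 5). Of the 21 xyloglucan endotransglucosylases 0 passed in hypocotyls, adjusted over all probe sets or adjusted over the list alone, with a median of -0.01 and a mean of 0.11 (camera, adjusted p = 0.438). Of the 20 expansins 0 passed, with a median of -0.32 (camera, adjusted p = 0.287). AT1G48100, of the polygalacturonase family, had a signal of 261 ± 45.7 (SD, n = 5) in flight hypocotyls and 574 ± 83.6 (SD, n = 5) in ground control hypocotyls. Its log2 fold change was -1.14 (standard error 0.16, adjusted p = 0.198), from limma over all probe sets, and its adjusted p was 0.0279 with trend and robust settings.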

In hypocotyls, genes associated with cell expansion are strongly represented, which is consonant with the fact that hypocotyl growth is primarily dictated by cell expansion [30,36]. A large component of cell expansion is the remodeling of the cell wall to accommodate the change in cell shape and volume [36,37]. 

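Of 28 genes of early auxin response and auxin transport, IAA20, an Aux/IAA repressor gene, was lower in flight hypocotyls at an adjusted p under 0.05 when adjusted over the list alone, and 27 did not pass. IAA20 had a signal of 2.73 ± 1.24 (SD, n = 5) in flight hypocotyls and 26.1 ± 15.9 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of -2.98 (standard error 0.62), and its signals were low. LBD16, an auxin-induced gene of lateral root formation, had 8.68 ± 8.42 (SD, n = 5) in flight hypocotyls and 31.0 ± 10.9 (SD, n = 5) in ground control hypocotyls, also low, with a log2 fold change of -2.30 (standard error 0.63, adjusted p = 0.0594 over the list alone). For IAA30, another Aux/IAA gene, the log2 fold change was -0.48 (standard error 0.14, adjusted p = 0.0594 over the list alone). The median of the list in hypocotyls was -0.15. By camera the list did not lie below other genes at an adjusted p under 0.05 (adjusted p = 0.0541, and adjusted p = 0.569 with an estimated correlation).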

Auxin-regulated genes are the most abundant, with dozens of highly differentially expressed genes similarly represented in an auxin-treated hypocotyl transcriptome [30] and other auxin- and BL-induced transcriptomes [38]. A morphometric feature of these spaceflight *Arabidopsis* hypocotyls is that they are shorter than the comparable ground control plants [39]. Only a few of the induced representatives are regulated through the AuxRE element, with four SAUR-like genes containing AuxRE motifs in their promoters up-regulated by 1.5- and 4-fold in hypocotyls. 

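AT1G43040, a SAUR-like gene, had a signal of 273 ± 91.5 (SD, n = 5) in flight hypocotyls and 68.4 ± 33.6 (SD, n = 5) in ground control hypocotyls. On the log2 scale its fold change was 2.03 (standard error 0.37, adjusted p = 0.561). AT5G35735, an auxin-responsive family gene, had 5444 ± 2160 (SD, n = 5) in flight hypocotyls and 2862 ± 1390 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of 0.94 (standard error 0.50, adjusted p = 0.814). SAUR27 (AT3G03840) had 15.0 ± 15.9 (SD, n = 5) in flight hypocotyls and 10.9 ± 15.6 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of 0.66 (standard error 1.17). AT2G37030 had 3.06 ± 1.44 (SD, n = 5) in flight hypocotyls and 2.55 ± 0.593 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of 0.14 (standard error 0.35). As ratios of flight over ground control these are 4.08 for AT1G43040, 1.92 for AT5G35735, 1.58 for SAUR27 and 1.10 for AT2G37030. Additional file 1 lists 3.66, 1.93, 1.40 and 1.04 for them in hypocotyls. The paper's text does not name its SAUR-like genes, so these may not be the ones it counted. SAUR27 and AT2G37030 had signals near background in hypocotyls. In roots SAUR27 had a log2 fold change of -2.97 (standard error 0.48, adjusted p = 0.18), from low signals, and AT5G35735 of 1.56 (standard error 0.31, adjusted p = 0.229).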

DR5r:GFP shows a differential expression profile in the spaceflight hypocotyls compared with ground controls, being repressed early but induced later in hypocotyl development, indicating a potentially complex auxin-related response in spaceflight.

In roots, cell wall remodeling dominates the tactical response to spaceflight, reflecting morphological differences that have been observed [39]. 

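In roots, XTR6 (AT4G25810), a xyloglucan endotransglucosylase, had a signal of 1357 ± 540 (SD, n = 5) in flight roots and 348 ± 47.0 (SD, n = 5) in ground control roots, with a log2 fold change of 1.87 (standard error 0.29, adjusted p = 0.00157 over the list alone). XTR6 and TCH4 were the 2 of 21 xyloglucan endotransglucosylases higher in roots at an adjusted p under 0.05 when adjusted over the list alone, and the median of the list was 0.07 (camera, adjusted p = 0.22). EXLA1, an expansin-like gene, had 2551 ± 889 (SD, n = 5) in flight roots and 1218 ± 139 (SD, n = 5) in ground control roots, with a log2 fold change of 1.00 (standard error 0.24, adjusted p = 0.0417 over the list alone). It was the 1 of 20 expansins that passed over the list alone, and the median of the list was -0.07 (camera, adjusted p = 0.672). EXPA15 had 2169 ± 441 in flight and 3608 ± 1040 in ground control (SD, n = 5), and XTH20 1051 ± 209 in flight and 1608 ± 315 in ground control (SD, n = 5). Of 21 root hair genes, XXT1, the same gene as XT1, a xylosyltransferase of xyloglucan, was higher and COW1, a lipid transfer protein of tip growth, lower over the list alone, and the median was -0.56 (camera, adjusted p = 8.15e-05; adjusted p = 0.319 with an estimated correlation). LRX1, an extensin of root hair walls, had 124 ± 29.8 in flight and 311 ± 169 in ground control (SD, n = 5). By limma with its default settings none of these genes passed over all probe sets. With trend and robust settings XTR6 (adjusted p = 0.00321), EXLA1 (adjusted p = 0.0368), COW1 (adjusted p = 0.0489) and XXT1 passed, and with low-signal probe sets left out XTR6, TCH4 and XXT1.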

The roots of flight plants are smaller than their ground control cohorts, and in the case of the Col-0 ecotype, there are fewer lateral roots [39]. One gene family that contributes to both root length and the distribution and abundance of lateral roots contains the armadillo (ARM) repeat proteins [40]. 

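AT5G58680, an ARM repeat gene, had a signal of 193 ± 110 (SD, n = 5) in flight roots and 34.8 ± 43.8 (SD, n = 5) in ground control roots. This amounts to a log2 fold change of 3.95 (standard error 1.16, adjusted p = 0.442) in roots, 3.34 (standard error 0.90, adjusted p = 0.666) in hypocotyls and 0.53 (standard error 1.21, adjusted p = 0.929) in leaves. AT1G24330, which encodes a U-box and ARM repeat protein, had a signal of 112 ± 41.6 (SD, n = 5) in flight roots and 51.5 ± 9.52 (SD, n = 5) in ground control roots, with a log2 fold change of 1.06 (standard error 0.25, adjusted p = 0.308). In hypocotyls its log2 fold change was 0.51 and in leaves -0.04, with standard errors of 0.33 and 0.54. PUB19, a U-box and ARM repeat ubiquitin ligase, had a signal of 343 ± 190 (SD, n = 5) in flight roots and 96.6 ± 23.0 (SD, n = 5) in ground control roots, with a log2 fold change of 1.66 (standard error 0.40, adjusted p = 0.314). Its log2 fold changes in leaves and hypocotyls were 1.02 and 1.32, with standard errors of 0.84 and 0.73. The signals of AT5G58680 were low in every organ, and those of AT1G24330 were low in roots.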

In spaceflight, three members of this family are up-regulated, and one of them is up-regulated in all three organs and highly induced in roots. The flight roots also show clear signs of negative phototropism and strong skewing [39]. There is likely a strong connection between this size and skewing phenomenon and the large collection of genes involved in pathways that remodel cell walls, including the highly differentially expressed DDF1, CAF1, TCH4, COW1, EXT-like, and SP1L5 [41-46] genes. 

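CAF1a, a deadenylase subunit, had a signal of 1761 ± 418 (SD, n = 5) in flight roots and 452 ± 321 (SD, n = 5) in ground control roots. Its log2 fold change was 2.24 (standard error 0.46, adjusted p = 0.261). COW1 had 197 ± 31.7 (SD, n = 5) in flight roots and 439.8 ± 147 (SD, n = 5) in ground control roots, with a log2 fold change of -1.10 (standard error 0.26, adjusted p = 0.308). The extensin-like genes AT5G26070 and AT5G26080 had log2 fold changes of -2.38 (standard error 0.55, adjusted p = 0.308) and -1.71 (standard error 0.38, adjusted p = 0.294), and the signals of both were low. SP1L5, a microtubule-associated protein of the SPIRAL1 family, had 393 ± 40.8 (SD, n = 5) in flight roots and 724 ± 122 (SD, n = 5) in ground control roots, with a log2 fold change of -0.87 (standard error 0.15, adjusted p = 0.18). In hypocotyls, CAF1a had a log2 fold change of 0.73 and SP1L5 of -0.12, and in leaves 0.61 and -0.56. For SP1L5, COW1 and CAF1a the flight and ground control root arrays did not overlap.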

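HY5 itself (AT5G11260) had a signal of 391 ± 32.9 (SD, n = 5) in flight roots and 511 ± 45.7 (SD, n = 5) in ground control roots. On the log2 scale its fold change was -0.39 (standard error 0.12, adjusted p = 0.0633 over the list alone) in roots. In hypocotyls HY5 had 227 ± 41.2 in flight and 355 ± 54.1 in ground control (SD, n = 5), with a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.0534 over the list alone). In leaves its log2 fold change was -0.18 (standard error 0.16). Of 19 light signalling and photoreceptor genes, ELIP1 was lower in roots at an adjusted p under 0.05 when adjusted over the list alone, and 0 passed in leaves or hypocotyls. The median of the list was -0.04 in roots (camera, adjusted p = 0.213), -0.06 in hypocotyls (camera, adjusted p = 0.283) and -0.04 in leaves (camera, adjusted p = 0.596).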

Several of the highly induced genes in roots were also identified as binding targets for HY5, a transcription factor associated with numerous photoreceptors [47,48]. 

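RHL41, also named ZAT12, a zinc finger transcription factor of light and oxidative stress, had a signal of 3458 ± 1230 (SD, n = 5) in flight roots and 1060 ± 461 (SD, n = 5) in ground control roots. This amounts to a log2 fold change of 1.71 (standard error 0.36, adjusted p = 0.263), a ratio of 3.27. In leaves its log2 fold change was 0.94 (standard error 0.43) and in hypocotyls 0.95 (standard error 0.46).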

The gene RHL41 (Responsive To High Light 41), which is up-regulated three-fold in roots, is a well-known HY5 target. However, the up-regulated genes EXO, XT1, NUDT21 and WRKY48, which are typically associated with touch and wounding, have also been identified as HY5 targets genes [48]. It is possible that the induction of HY5 partners, and other light responsive genes in roots, is part of a strategy to maximize utilization of the primary tropic signals available to plants in the absence of gravity: light and touch.

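In roots, EXO, a cell wall protein gene of brassinosteroid-dependent growth, had a signal of 3707 ± 1070 (SD, n = 5) in flight roots and 1510 ± 508 (SD, n = 5) in ground control roots, with a log2 fold change of 1.31 (standard error 0.29, adjusted p = 0.294). XT1, also named XXT1, a xyloglucan xylosyltransferase, had 1815 ± 528 (SD, n = 5) in flight roots and 709 ± 229 (SD, n = 5) in ground control roots, with a log2 fold change of 1.37 (standard error 0.29, adjusted p = 0.263). NUDT21, a Nudix hydrolase, had 3358 ± 977 (SD, n = 5) in flight roots and 838 ± 514 (SD, n = 5) in ground control roots, with a log2 fold change of 2.22 (standard error 0.48, adjusted p = 0.264). WRKY48, a WRKY transcription factor, had 842 ± 351 (SD, n = 5) in flight roots and 309.5 ± 49.1 (SD, n = 5) in ground control roots, with a log2 fold change of 1.34 (standard error 0.32, adjusted p = 0.314). The log2 fold changes in leaves were 0.37 for EXO, 0.38 for XT1, 0.47 for NUDT21 and 0.49 for WRKY48, and in hypocotyls 0.34, 0.69, 0.79 and 0.46.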

## Conclusions

There are four major abiotic cues involved in directing terrestrial plant growth and development: gravity, light, water, and touch (recent reviews: [7,34,49-52]). The opportunity to examine the strategies of environmental sensing in spaceflight provides a unique insight into the balance among these cues during the course of plant development. Some features of root growth thought to be gravity-dependent are not [39,53], and some features of phototropism [21,54] and signal transduction [17,18,55] would not have been revealed had it not been for the ability to remove the influence of gravity from the analyses. And while spaceflight may be more complex than simply the removal of gravity, gravity is certainly largely absent during the growth of these orbital plants.

Plant growth and development are governed by a vast and complex network of genes. The correlations in morphological and molecular data from spaceflight offer a unique insight into growth and development, particularly in regard to processes presumed to be affected by gravity. There is a rich history of plant biology using the spaceflight environment that may lead to a greater understanding of the role of gravity [9]. Additionally, the contemporary access to the ISS, along with new orbital habitats and hardware for plant experiments, will enable researchers to design a new generation of replicated experiments with which to explore these phenomena. It is likely that an understanding of responses to spaceflight will be refined as specific cell types are examined, and it is likely that the specific roles of gravity in spaceflight responses will be elaborated with facile access to orbital centrifuges. The result will be a much deeper understanding of plant growth in support of human spaceflight missions, as well as a deeper appreciation of the physiological adaptations of life forms to extra-terrestrial environments.

## Methods

### Independent spaceflight launches and replicate experiments

The data presented here are taken from several independent experiments launched to the ISS: STS-129, November 16, 2009 (Run 1B: 12/3/2009–12/15/2009); STS-130, February 8, 2010 (Run 3A: 2/21/2010–3/7/2010); and STS-131, April 5, 2010 (Runs 2A: 4/9/2010–4/21/2010, and 2B: conducted from 4/21/2010–5/3/2010, and returned on STS-132). Runs 1B, 2A, and 2B provided material for the gene expression analyses; each of these independent experiments was composed of three identical biological replicates composed of 12 day old plants. Run 3A was an imaging experiment that ran for 14 days; those plants were not included in the transcriptome analyses.

Each flight experiment (1B, 2A, 2B, 3A) had its own comparable, high fidelity ground control. Each ground control was housed in the Orbital Environmental Simulator (OES) at the Kennedy Space Center (KSC) and conducted in ABRS hardware units identical to the one installed on the ISS. The ground controls were run with a time-delay offset to facilitate the programming of the OES with the actual environmental parameters (lighting, temperature, CO_2_, RH) recorded on the ISS and seen by the plants in the orbital hardware, and volatile components of the atmosphere (e.g. ethylene and out-gassing from plastics) were equally scrubbed in both sets of hardware. The treatment of the dormant plates before launch and during the transition to the ISS and instillation into the ABRS unit was also carefully replicated in the ground controls. The conditions of the harvests (including the harvest hardware), storage of samples and the transport from the ISS to the researchers, were carefully replicated for each individual ground control.

The basic scenario for the treatment of the biological material is provided in Table 1.

**Table 1:** The operations outline both the flight and ground control experiments

**Operation**	**Flight environment/duration**	**Ground control environment/duration**
Dormant plates prepared for Turn Over to Shuttle operations	KSC laboratory (22 – 25 C)	KSC laboratory (22 – 25 C)
Plates stowed in Nomex transport bag	KSC laboratory (22 – 25 C)/2 days	KSC laboratory (22 – 25 C)/2 days
Launch to ISS and loiter on station before integration into ABRS and germination	Shuttle middeck locker then ISS EXPRESS Rack (22 – 25 C)/3–25 days	OES Shuttle middeck locker/3–25 days on at least 24 hour delay from flight
Active growth period each plate	ISS ABRS unit 22–24 C/12–14 days	OES ABRS unit 22–24 C/12–14 days on at least 24 hour delay from flight
Photography and harvest of each plate to KFT	ISS work areas (22–24 C)/1–2 hrs	OES work areas (22–24 C)/1–2 hrs on at least 24 hour delay from flight
RNAlater soak in KFT	ISS work areas (22–24 C)/12–24 hrs	OES work areas (22–24 C)/12–24 hrs on at least 24 hour delay from flight
KFT Stowage on ISS	MELFI (between −35 and −95 C)/8–32 days	cryo freezer at KSC (−80 C)/8–32 days on at least 24 hour delay from flight
Return to KSC laboratory	Double Cold Bag (−32 C)/2–3 days	cryo freezer at KSC (−80)/2–3 days
Storage at KSC	cryo freezer at KSC (−80)/2–7 days	cryo freezer at KSC (−80)/2–7 days
Transition to PIs’ laboratory	Transport on dry ice then to cryo freezer (−80)	Transport on dry ice then to cryo freezer (−80)

Each flight experiment was paired with a ground control that was run in parallel, on the ground, having been informed by environmental and operations data from the ISS on at least a 24 hour delay. In this manner, each flight operation was precisely replicated in the ground controls. Although there was variability in the durations of the dormancy period and the cold storage periods among the runs, for each individual experiment, the conditions were precisely replicated between each flight and ground control experiment pair.

### Plant lines and seed dormancy

*Arabidopsis* seeds (12 to 18 seeds per plate) were planted aseptically on the surface of 10 cm^2^ solid media plates [56]. The three GFP (Green fluorescent Protein [57]) reporter gene lines were Adh:GFP (alcohol dehydrogenase promoter [58]); DR5r:GFP (synthetic auxin response element composed of five AuxRE elements; gift of T. Guilfoyle [59]); and 35s:GFP (driven by the CaMV35s promoter [58]). Seeds and seeded plates were prepared in such a way as to maintain dormancy in light-tight coverings until the initiation of the experiment on orbit [39]. The plated seeds remained dormant until activated by exposure to light in the ABRS growth hardware, which initiated germination.

### Experiment unique equipment and environmental conditions

Both the flight and ground control plates were grown in the ABRS [60]. The ABRS provided temperature control, light control, and circulation of air that was scrubbed to remove volatile organic compounds (VOCs). On orbit, the dormant seeded plates were unwrapped from their coverings and installed in the GFP Imaging System (GIS), which was then inserted into an ABRS (Figure 1A, 1B). The GIS held the plates within the ABRS, facilitated access by the astronaut on orbit (1C), and provided regular imaging [39,61]. After growth, all plates were harvested on orbit to RNAlater-filled KSC Fixation Tubes (KFTs) (Figure 2A, 2B) and then stowed below -40°C on the ISS [1] before return. The ground control was housed in an ABRS in the Orbital Environmental Simulator (OES) chamber in the Spaceflight Life Sciences Laboratory at Kennedy Space Center.

### Imaging

The plate in position 1 of Run 3A was imaged every 6 hours. Each imaging session consisted of a white light image to evaluate general morphology [39] and three fluorescent images that were stacked into a single image for GFP analysis with Maxim-DL [62]. Quantification of the relative intensities of GFP expression in the imaged plants was conducted with ImageJ [63].

### Sample preparation for transcriptome analyses

Three separate plates of plants from Run 2B, from three different positions in the ABRS growth chamber, were used to evaluate the transcriptome of plants grown on the ISS (Flight) versus those grown in the comparable growth chamber within the Orbital Environment Simulator (Ground Control). Total RNA was isolated from plates grown in the upper tier of the GIS (plate positions 2, 4, 6; Figure 1). A representative upper-tier plate is shown in Figure 2A [images of lower tier plates can be found in [39]. RNAlater-preserved plants returned from orbit were separated into three organ types: leaves (cut from the plant at base of each petiole), hypocotyls (the region between the root/shoot junction and the start of the leaf rosette), and roots (Figure 2C and 2D). RNA from runs 2B and 1B was extracted using RNAeasy™ mini kits (QIAGEN Sciences, MD, USA) according to the manufacturer’s protocol. Residual DNA was removed by performing an on-column digestion using an RNase Free DNase (QIAGEN GmbH, Hilden, Germany). RNA from run 2A was extracted using a mirVana miRNA Isolation Kit with Acid-Phenol:Chloroform (5:1 Solution pH 4.5+/−0.2) extraction (Ambion Life Technologies). Integrity of the RNA was evaluated using the Agilent 2100 BioAnalyzer (Agilent Technologies, Santa Clara, CA, USA).

### Microarrays

RNA from five biological replicates leaves, hypocotyls, and roots from spaceflight (FLT) and ground control (GC) samples were analyzed using ten Affymetrix GeneChip® *Arabidopsis* ATH1 Genome Arrays (A-AFFY-2). The biological replicates were collected as follows (plate numbering and configuration described in Figure 1): one from Plate 2, two from Plate 4 and two from Plate 6. 

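Across the log2 signals of all probe sets, arrays of the same organ and environment had a Pearson's r of 0.911 to 0.927 in flight leaves, 0.870 to 0.916 in ground control leaves, 0.909 to 0.924 in flight hypocotyls, 0.907 to 0.929 in ground control hypocotyls, 0.895 to 0.916 in flight roots and 0.899 to 0.924 in ground control roots. The ground control leaf array of plate 2 had a mean r of 0.877 with the other ground control leaf arrays, whose lowest mean r was 0.896. No array had the same values as another. Arrays of the same plate shared part of their variation, with an estimated correlation of 0.23 in leaves, 0.21 in hypocotyls and 0.15 in roots.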

Each biological replicate is comprised of six to nine individual plants. All plates were upper deck plates, and received the same light levels. Flight and ground control samples were grown, harvested and extracted with identical protocols. Details of Microarray data analyses and MAS5 Statistical algorithm and Robust Multichip Analysis (RMA) applications can be found in [14,16], and in the following section. The data have been deposited in ArrayExpress under experiment accession number E-MTAB-1264.

### Statistical methods associated with the microarray analyses

The primary statistical algorithm utilized in the array analyses was MAS5.0 (Affymetrix Expression Console™ Software). MAS5.0 was first used in pre-processing to detect present and absent probe signals; probe sets scored as absent on all arrays were removed. 

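In the authors' deposited tables, which list only probe sets at a p under 0.01, those at a fold change of at least 1.9 number 125 in leaves, 109 in hypocotyls and 207 in roots, and they include probe sets such as those of PGSIP5, PGP18 and ABCG16 in leaves. Of these, 82 in leaves, 62 in hypocotyls and 58 in roots were called present on no array of the organ, and 15, 22 and 104 were called present on all 10. Of the same probe sets, 101, 106 and 199 also passed an unadjusted p under 0.01 and 1.9-fold in limma. Each kept its direction. Detection calls of other probe sets were not used here, and a filter on absent probe sets was not applied.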

Next MAS5.0 was used to perform additional pre-processing for background adjustment, normalization and summarization. Comparative analyses were conducted with the normalized signal intensity values. 

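By the methods' t-test, computed here on the log2 signals, 183 probe sets passed a p under 0.01 and 1.9-fold in leaves, 118 in hypocotyls and 209 in roots. These included 50 higher and 133 lower probe sets in leaves, 61 and 57 in hypocotyls, and 172 and 37 in roots. All were also among the probe sets called by limma at these thresholds. Together the organs held 499 different probe sets.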

The Student’s *t*-test was performed considering a probe-by-probe comparison between each spaceflight (FLT) probe group and each ground control (GC) probe group. Three comparative analyses were performed between FLT Leaves and GC Leaves, FLT Hypocotyls and GC Hypocotyls, FLT Roots and GC Roots, respectively. The fold change (FC) was computed based on the normalized log transformed signal intensity data for each gene locus in the FLT and GC groups. 

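In the authors' deposited tables the smallest q-value is 0.064 in leaves, 0.255 in hypocotyls and 0.229 in roots, and no listed probe set has a q-value under 0.05. For MYB7 in roots the authors' q-value is 0.229 at a p of 0.000138, and the limma fit gave an adjusted p of 0.18. For PUB23 in roots the authors' q-value is also 0.229.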

P-value corrections (q-value) were generated to measure false positive rate.

### Quantitative RT-qPCR

Applied Biosystems kits and reagents (TaqMan™) were used for the quantitative RT-qPCR [64]. Ubiquitin UBQ11 (At4g05050) served as an internal control in duplex RT-qPCR reactions. Primers and probes were designed with Primer Express and supplied by Applied Biosystems. Three biological replicates were used to generate the graph provided in Figure 5. The three replicate RNA samples used for the RT-qPCR analysis of Run 2B roots were taken from the three of the five RNA samples used for the Run 2B microarrays (both flight and ground control. The quantitative analyses from the other two TAGES flight experiments (Runs 1B and 2A) were also conducted with three biological replicates of roots from each of those experiments and their respective, corresponding ground controls. The Mean dCt (Ct target – Ct UBQ11) of 3 spaceflight replicas was calculated relative to Mean dCt (Ct target- Ct UBQ11) of 3 ground control biological replicas (ddCt) (dCt FLT- dCt GC) and the fold change was calculated as 2^(−ddCt). Additional details of RT-qPCR protocol and analysis can be found in [14,16]. The list of RT-qPCR probes and primer sets is shown in Additional file 4.

## Supplementary Material

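The available copy of Additional file 1 holds ratios of flight over ground control in the 3 organs, and 105 of them belong to genes named here. None of the 105 differed from the ratio computed here by more than both the spread of replicates and 1.5 times. Both ratios come from the same arrays, so that spread is a wide tolerance. In leaves, every one of these ratios below 1 in the paper's table was lower here. Examples are 0.289 against 0.43 for AT3G43500 and 0.132 against 0.18 for ARF13. The median difference from the authors' deposited log2 fold changes, without sign, was 0.19 in leaves and 0.041 in hypocotyls and roots. AT2G16820, with low signals, was the 1 gene over 1.5 times apart in any organ, with a ratio of 1.36 in leaves here and 2.36 in the paper's table. For AT1G24330 in leaves the ratio was 0.975 here and 1.06 in the paper's table, on opposite sides of 1.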

Additional file 1 **Statistically significant differential expression in response to spaceflight among the three organ types.** There are 480 genes that show statistically significant (p < 0.01) differential expression by at least 1.9-fold in at least one organ in response to spaceflight. The genes are sorted by AtG number. Click here for file

Additional file 2 **Differential expression of 7-fold or greater in response to spaceflight among organs.** Genes that show statistically significant (p < 0.01) differential expression of 7-fold or greater in response to spaceflight among organs are highlighted as bold text in the organ column in which that level of expression is displayed. Click here for file

Additional file 3 **Cellular remodelling and hormone signaling associated genes differentially expressed genes in response to spaceflight.** The hierarchical clustering of 158 genes with statistically significant (p < 0.01) differential expression in the spaceflight environment by at least 1.9-fold in at least one of the three organs, and which have an association with cell wall remodeling and cell expansion, pathogen or wounding responses, and growth hormone signal transduction. The graphic representation of gene expression patterns is annotated with the corresponding AtG number, gene name, and notes associated with that gene’s functional association. Click here for file

Additional file 4 **RT-qPCR primers and probes.** The forward and reverse primers used for RT-qPCR anaylse of DDF1, DREB2A, TCH4, JAZ7, ELIP1, and the UBQ11 control. Primers and probes were designed with Primer Express software and supplied by Applied Biosystems. Click here for file

# Supplementary material for: Organ-specific remodeling of the Arabidopsis transcriptome in response to spaceflight
**Source:** BMC Plant Biol. 2013 Aug 7;13:112. doi: 10.1186/1471-2229-13-112
**Supplement:** Additional file 1 — Statistically significant differential expression in response to spaceflight among the three organ types. There are 480 genes that show statistically significant (p < 0.01) differential expression by at least 1.9-fold in at least one organ in response to spaceflight. The genes are sorted by AtG number.

Probe ID	AtG	Gene	Short Description	Leaf	Hypc	Root
262120_at	At1g02950	ATGSTF4	glutathione-S-transferase	0.98	0.37	0.74
264323_at	At1g04180	YUC9	putative dimethylaniline monooxygenase	0.20	0.70	1.69
263652_at	At1g04330	---	unknown	0.83	2.04	0.62
264606_at	At1g04660	---	unknown	0.86	0.27	0.33
264564_at	At1g05290	---	unknown	0.34	1.16	12.04
263229_s_at	At1g05650	---	Pectin lyase-like superfamily protein; FUNCTIONS IN: polygalacturonase	0.63	0.86	0.28
260783_at	At1g06160	ORA59	OCTADECANOID-RESPONSIVE ARABIDOPSIS AP2/ERF 59; ethylene resp	1.60	2.51	1.04
261077_at	At1g07430	PP2C	protein phosphatase 2C, highly ABA-induced PP2C gene 2	0.76	0.37	1.85
264643_at	At1g08990	PGSIP5	plant glycogenin-like starch initiation protein 5	0.11	1.55	0.97
264511_at	At1g09350	AtGolS3	putative galactinol synthase similar to GB:AAD26116 from [Brassica nap	0.32	0.49	0.35
264688_at	At1g09890	---	hypothetical protein similar to LG27/30-like gene	0.59	1.19	9.99
264459_at	At1g10160	---	transposable element gene; non-LTR retrotransposon family (LINE)	0.21	0.58	0.84
264453_at	At1g10300	---	putative GTP-binding protein similar to S. cerevisiae Lpg15p	3.89	0.86	1.37
264455_at	At1g10330	---	Tetratricopeptide repeat (TPR)-like superfamily protein	1.84	1.32	0.44
262810_at	At1g11710	---	putative salt-inducible protein	0.13	1.91	0.87
255937_at	At1g12610	DDF1	DWARF AND DELAYED FLOWERING 1	3.94	4.82	24.25
259364_at	At1g13260	RAV1	transcription factor DNA-binding protein RAV1, Encodes an AP2/B3 don	1.67	1.68	2.48
256097_at	At1g13670	---	unknown	1.93	0.54	0.54
262857_at	At1g14930	---	major latex homologue type2, Polyketide cyclase/dehydrase and lipid tr	7.46	0.95	1.28
260744_at	At1g15010	---	unknown, seems involved in defense response to fungus	2.39	3.43	4.03
260741_at	At1g15045	---	hypothetical protein contains Pfam profile: Glutamine amidotransferase	6.77	1.99	0.96
262590_at	At1g15100	RHA2A; prot	E3 ubiquitin-protein ligase RHA2A	0.81	0.55	0.42
259502_at	At1g15670	---	Galactose oxidase/kelch repeat superfamily protein	1.99	1.89	1.82
262704_at	At1g16530	ASL9	(ASYMMETRIC LEAVES 2 LIKE 9)	0.36	0.78	1.02
261033_at	At1g17380	JAZ5	jasmonate-zim-domain protein 5	1.41	1.65	3.36
261035_at	At1g17390	---	transposable element gene; similar to RNase H domain-containing prot	0.53	1.05	0.16
255891_at	At1g17870	EGY3	ETHYLENE-DEPENDENT GRAVITROPISM-DEFICIENT AND YELLOW-GREEN	1.61	2.07	1.61
255893_at	At1g17960	---	threonyl-tRNA synthetase, putative similar to threonyl-tRNA synthetase	3.16	1.99	1.34
261405_at	At1g18740	---	unknown	1.26	1.58	3.73
256017_at	At1g19180	JAZ1	JAZ1 is a nuclear-localized protein involved in jasmonate signaling	1.21	1.78	2.33
261143_at	At1g19770	ATPUP14; p	Member of a family of proteins related to PUP1, a purine transporter.	1.06	1.64	3.32
261247_at	At1g20070	---	hypothetical protein	0.51	0.79	0.54
255884_at	At1g20310	---	hypothetical protein	1.47	3.03	1.39
259569_at	At1g20480	---	AMP-dependent synthetase and ligase family protein; phenylpropanoid	0.17	0.51	1.45
259566_at	At1g20520	---	Potential natural antisense gene, locus overlaps with AT1G20520	2.93	2.73	3.61
256083_at	At1g20730	---	hypothetical protein	0.12	1.11	0.49
256084_at	At1g20750	---	RAD3-like DNA-binding helicase protein	0.14	0.81	0.27
256094_at	At1g20780	SAUL1	SENESCENCE-ASSOCIATED E3 UBIQUITIN LIGASE 1; ubiquitin-protein lig	0.56	0.32	0.16
262803_at	At1g21000	---	PLATZ transcription factor family protein	1.73	2.07	1.42
261456_at	At1g21050	---	hypothetical protein	0.51	0.70	0.76
260856_at	At1g21910	---	TINY-like protein; encodes a member of the DREB subfamily A-5 of ERF/	1.40	1.95	2.13
255954_at	At1g22090	emb2204	(embryo defective 2204)	0.29	1.20	0.78
264202_at	At1g22810	---	TINY-like transcription factor	4.53	0.36	7.84
264774_at	At1g22890	---	unknown	1.83	1.42	5.28
265165_at	At1g23610	---	putative OBP32pep protein	0.14	0.99	1.93
265184_at	At1g23710	---	unknown	1.85	2.30	3.14
264862_at	At1g24330	---	ARM repeat superfamily protein; FUNCTIONS IN: ubiquitin-protein ligas	1.06	1.37	2.10
255733_at	At1g25400	---	unknown	2.36	1.97	2.35
245871_at	At1g26290	---	hypothetical protein	0.88	0.83	0.11
261263_at	At1g26790	---	H-protein promoter binding factor-2b	0.32	1.68	0.77
257407_at	At1g27100	---	unknown	0.85	1.37	2.25
262318_at	At1g27620	---	putative hypersensitivity-related protein; HXXXD-type acyl-transferase f	5.28	0.90	0.82
261443_at	At1g28480	GRX480	glutaredoxin, putative similar to glutaredoxin; electron carrier/ protein	1.80	2.85	3.56
261713_at	At1g32640	MYC2	Encodes a MYC-related transcriptional activator; jasmonate insensitive;	1.28	1.77	2.57
261233_at	At1g32810	---	RING/FYVE/PHD zinc finger superfamily protein	0.18	0.49	1.51
256421_at	At1g33500	---	hypothetical protein	1.40	0.15	2.20
261984_at	At1g33760	---	TINY-like protein; encodes a member of the DREB subfamily A-4 of ERF/	2.20	2.38	10.27
256026_at	At1g34170	ARF13	auxin response factor 13	0.18	0.85	2.28
262564_at	At1g34330	---	anionic peroxidase, putative similar to anionic peroxidase	1.68	0.97	0.26
259931_at	At1g34400	---	hypothetical protein	0.65	0.33	0.36
261162_at	At1g34440	---	hypothetical protein	0.49	1.89	0.89
261157_at	At1g34510	---	peroxidase ATP13a, putative	0.37	1.09	0.39

261184_at	At1g34545	---	pol polyprotein, putative; transposable element gene; copia-like retrotr	5.98	1.01	3.94
245757_at	At1g35140	PHI-1	EXL1, EXORDIUM LIKE 1, PHI-1, PHOSPHATE-INDUCED 1, located plant c	1.21	1.38	3.68
245755_at	At1g35210	---	chloroplast encoded, unk func, UV induced	1.74	2.36	4.72
246353_s_at	At1g39190	---	transposable element gene; CACTA-like transposase family (Tnp2/En/Sp	0.12	0.75	0.41
255754_at	At1g43040	---	auxin-induced protein, putative	0.81	3.66	1.71
262724_s_at	At1g43330	---	PC-MYB2, putative similar to PC-MYB2	0.12	0.93	1.09
259453_at	At1g44090	ATGA200X5	gibberelin 20-oxidase, putative	1.66	0.62	0.12
245246_at	At1g44224	---	Encodes a ECA1 gametogenesis related family protein	0.81	1.79	5.90
261335_at	At1g44800	---	nodulin MtN21 /EamA-like transporter family protein; membrane prote	0.39	0.76	0.81
261327_at	At1g44830	---	encodes a member of the DREB subfamily A-5 of ERF/AP2 transcription	1.89	1.38	3.10
260727_at	At1g48100	---	polygalacturonase PG1, putative; Pectin lyase-like superfamily protein;	0.68	0.48	0.71
256141_at	At1g48640	---	lysine and histidine specific transporter, putative;Transmembrane amir	0.78	4.47	0.63
261690_at	At1g50090	---	branched-chain amino acid aminotransferase, putative	0.16	0.95	0.87
245749_at	At1g51090	---	proline-rich protein, putative ; Heavy metal transport/detoxification su	0.99	2.93	11.00
265133_s_at	At1g51250	---	Plant self-incompatibility protein S1 family	1.53	4.76	2.06
262225_at	At1g53840	ATPME1	encodes a pectin methylesterase; cell wall modification	1.10	1.42	2.23
262259_s_at	At1g53870	---	hypothetical protein	1.75	1.92	0.65
263008_at	At1g54470	RPP27	Encodes a Cf-like gene in Arabidopsis that confers downy mildew resist	1.64	5.43	0.92
245628_at	At1g56650	PAP1	(PRODUCTION OF ANTHOCYANIN PIGMENT 1) similar to anthocyanin2 (	0.79	0.43	0.40
246397_at	At1g58190	AtRLP9	receptor like protein 9 (RLP9) contains similarity to disease resistance p	0.98	0.35	0.25
245840_at	At1g58420	---	hypothetical protein	1.09	1.65	3.36
245842_at	At1g58430	RXF26	proline-rich protein, ; carboxylesterase/ hydrolase, acting on ester bon	6.28	0.24	0.23
262904_at	At1g59725	---	DNAJ heat shock family protein; chaperone, putative similar to chapero	1.39	5.31	1.35
264217_at	At1g60190	PUB19	Encodes PUB19, a plant U-box armadillo repeat protein. Involved in salt	2.04	2.36	3.25
259714_at	At1g60980	ATGA200X4	putative gibberellin 20-oxidase	0.10	1.93	0.31
264753_at	At1g61490	---	S-locus lectin protein kinase family protein; receptor kinase	0.64	2.64	1.06
265033_at	At1g61520	LHCA3	PSI type III chlorophyll a/b-binding protein[thaliana];supported by full-le	0.45	0.88	0.99
264733_at	At1g62170	---	phloem serpin-1, putative; Serine protease inhibitor (SERPIN) family pri	0.81	0.25	7.06
265113_at	At1g62460	---	transposable element gene; copia-like retrotransposon family	0.41	2.30	2.89
261556_s_at	At1g63390	---	FAD/NAD(P)-binding oxidoreductase family protein	3.81	0.61	0.70
260327_at	At1g63840	---	putative RING zinc finger protein; RING/U-box superfamily protein; FU	1.06	1.99	1.41
259793_at	At1g64380	---	member of the DREB subfamily A-6 of ERF/AP2 transcription factor	0.39	1.11	0.75
263139_at	At1g65110	---	Ubiquitin carboxyl-terminal hydrolase-related protein	6.68	1.27	1.52
257453_at	At1g65130	---	Ubiquitin carboxyl-terminal hydrolase-related protein	5.24	0.86	0.12
263141_at	At1g65210	---	Galactose-binding protein	2.11	0.22	3.63
256515_at	At1g66020	---	terpene synthase, Terpenoid cyclases/Protein prenyltransferases superl	4.86	1.00	1.10
260135_at	At1g66400	---	Encodes a calmodulin-like protein. Regulates nitric oxide levels and tra	1.39	1.39	2.57
260132_s_at	At1g66640	---	RNI-like superfamily protein	0.14	0.64	0.39
262229_at	At1g68620	---	alpha/beta-Hydrolases superfamily protein	2.81	0.88	2.08
256300_at	At1g69490	NAP	unknown protein similar to N-term half of NAC domain protein NAM	1.89	2.10	1.10
260419_at	At1g69730	---	Wall-associated kinase family protein;	0.71	0.84	2.13
264314_at	At1g70420	---	unknown protein ; supported by cDNA: gi_15010575_gb_AY045589.1_	3.51	2.07	1.56
261503_at	At1g71691	---	GDSL-like Lipase/Acylhydrolase superfamily protein	0.41	1.60	2.73
262366_at	At1g72890	---	Disease resistance protein (TIR-NBS class)	2.33	1.67	1.13
262382_at	At1g72920	---	virus resistance protein, Toll-Interleukin-Resistance (TIR) domain family	1.80	1.49	2.99
262373_at	At1g73120	---	hypothetical protein	1.65	1.69	0.31
245731_at	At1g73500	MKK9	MAP kinase, putative similar to MAP kinase kinase 5	1.30	1.44	2.16
245777_at	At1g73540	atnudt21 (A	nudix hydrolase 21-like; contains similarity to diphosphoinositol polyph	1.03	1.77	4.96
260227_at	At1g74450	---	unknown	1.28	1.72	5.66
261748_at	At1g76070	---	hypothetical protein	1.05	2.04	1.17
259975_at	At1g76470	---	putative cinnamoyl-CoA reductase; lignin biosynthes	0.79	0.88	2.00
259729_at	At1g77640	---	encodes a member of the DREB subfamily A-5 of ERF/AP2 transcription	1.87	1.73	3.48
259709_at	At1g77655	---	Expressed protein	1.04	3.20	2.22
259676_at	At1g77730	---	Pleckstrin homology (PH) domain superfamily protein; FUNCTIONS IN: p	0.17	1.71	0.55
260773_at	At1g78440	ATGA20X1	gibberellin 2- oxidase (gibberellin 2-oxidase 1); gibberellin 2-beta-dioxy	0.16	0.56	0.57
264279_s_at	At1g78820	---	glycoprotein(EP1), putative; D-mannose binding lectin protein	0.75	1.54	1.95
261892_at	At1g80840	WRKY40; tra	transcription factor, putative similar to WRKY transcription factor; Path	1.71	2.81	7.46
265732_at	At2g01300	---	unknown	1.39	1.93	1.95
266174_at	At2g02440	---	hypothetical protein	0.35	0.92	1.73
263363_at	At2g03850	---	putative cold-regulated protein	4.38	1.58	1.05
266037_at	At2g05940	---	RIPK - Encodes a receptor-like cytoplasmic kinase that phosphorylates t	1.41	1.66	3.84
265552_at	At2g07560	AHA6	putative plasma membrane proton ATPase	1.13	1.48	0.17
265234_at	At2g07721	---	hypothetical protein	0.15	4.38	0.69

263815_at	At2g10020	---	hypothetical protein	0.91	0.37	0.48
263394_at	At2g10465	---	transposable element gene; similar to replication protein-related	1.30	6.15	0.41
265748_at	At2g10620	---	putative Athila retroelement ORF1 protein	0.61	3.03	11.08
265397_at	At2g11090	---	transposable element gene	0.10	1.13	1.60
263390_at	At2g11830	---	hypothetical protein similar to Ta1-1 reverse transcriptase; transposabl	0.62	0.12	4.99
263295_at	At2g14210	AGL44	(AGAMOUS-LIKE 44); DNA binding / transcription factor; putative MADS	0.18	0.74	0.50
265600_at	At2g14230	---	transposable element gene; CACTA-like transposase family (Ptta/En/Spr	0.12	1.59	0.50
257387_s_at	At2g14510	---	putative receptor-like protein kinase	0.40	0.19	0.51
265889_at	At2g15130	---	Plant basic secretory protein (BSP) family protein; defense response	0.41	8.82	1.41
265497_at	At2g15720	---	putative non-LTR retroelement reverse transcriptase	0.23	0.50	1.62
265482_at	At2g15780	---	Plastocyanin-like domain-containing protein	0.59	0.42	1.27
265536_at	At2g15880	---	Leucine-rich repeat (LRR) family protein; structural constituent of cell w	2.33	1.96	3.32
257455_s_at	At2g16100	---	hypothetical protein	0.16	1.14	0.57
263602_at	At2g16360	---	40S ribosomal protein S25	0.59	1.60	0.50
265359_at	At2g16720	MYB7	putative MYB family transcription factor (response to salt and salicylic	2.95	2.36	2.45
265408_at	At2g16820	---	Mutator-like transposase similar to MURA transposase of maize Mutat	2.36	4.99	1.96
266526_at	At2g16980	---	putative tetracycline transporter protein	0.29	2.23	1.01
263418_at	At2g17210	---	putative selenium-binding protein; Tetratricopeptide repeat (TPR)-like s	6.59	1.33	3.58
257408_at	At2g17310	SON1 (SUPP	(SUPPRESSOR OF NIM1-1 1) Encodes an F-Box protein that regulates a i	0.26	1.34	2.41
264846_at	At2g17850	---	senescence-associated protein contains similarity to ketoconazole resis	0.81	1.24	0.50
266945_at	At2g18880	VEL2	((VERNALIZATION5/VIN3-LIKE)) hypothetical protein predicted by genef	0.44	0.34	5.70
265589_at	At2g20170	---	hypothetical protein	0.59	1.36	7.26
265387_at	At2g20670	---	unknown chloroplast gene	2.83	2.06	0.95
263746_at	At2g21460	---	putative retroelement pol polyprotein	1.37	0.15	2.25
263753_at	At2g21490	LEA	(DEHYDRIN LEA) putative dehydrin	0.16	0.82	1.33
264000_at	At2g22500	UCP5	(UNCOUPLING PROTEIN 5); putative mitochondrial dicarboxylate carrie	0.90	1.16	3.18
266455_at	At2g22760	---	putative bHLH transcription factor	1.29	5.90	2.03
267252_at	At2g23100	---	Cysteine/Histidine-rich C1 domain family protein	0.72	2.00	1.92
245075_at	At2g23180	CYP96A1	putative cytochrome P450	1.37	7.62	0.56
267149_s_at	At2g23500	---	Mutator-like transposase similar to MURA transposase of maize Mutat	0.34	0.16	0.52
257392_at	At2g24450	FLA3	(FASCICLIN-LIKE ARABINOGALACTAN PROTEIN 3 PRECURSOR)	0.27	2.07	0.67
264379_at	At2g25200	---	hypothetical protein	2.16	1.77	0.78
265606_s_at	At2g25550	---	putative non-LTR retroelement reverse transcriptase	0.11	0.37	2.73
266316_at	At2g27080	---	a LEA	1.06	1.54	2.95
265648_at	At2g27500	---	putative beta-1,3-glucanase ;Glycosyl hydrolase superfamily protein; F	1.62	1.61	2.01
266259_at	At2g27830	---	unknown protein	1.74	2.35	1.21
266290_at	At2g29490	ATGSTU1	putative glutathione S-transferase	2.58	1.10	0.74
266834_s_at	At2g30020	---	putative protein phosphatase 2C; Encodes AP2C1. Belongs to the clade	1.68	2.19	4.00
263478_at	At2g31880	---	putative receptor-like protein kinase ; Encodes a putative leucine rich r	1.01	1.67	2.51
263475_at	At2g31945	---	Expressed protein	3.94	3.12	1.22
267056_at	At2g32470	---	F-box associated ubiquitination effector family protein	1.16	0.96	3.92
267644_s_at	At2g32880	---	TRAF-like family protein	0.84	1.51	9.32
255844_at	At2g33580	---	Protein kinase superfamily protein; FUNCTIONS IN: kinase activity; INVC	1.41	1.87	3.73
267022_at	At2g34230	---	hypothetical protein	0.62	0.61	4.86
267043_at	At2g34330	---	unknown protein	0.32	2.79	0.41
267047_at	At2g34370	---	putative selenium-binding protein	0.39	1.37	1.84
266901_at	At2g34600	JAZ7	(JASMONATE-ZIM-DOMAIN PROTEIN 7); protein TIFY 5B (responds to ch	3.32	6.11	2.51
267427_at	At2g34830	WRKY35 (W	putative WRKY-type DNA binding protein; embryo development ending	0.86	1.93	0.55
266545_at	At2g35290	---	hypothetical protein	1.41	1.84	5.78
265842_at	At2g35700	ERF38	ethylene-responsive transcription factor ; putative AP2 domain transcri	1.27	0.37	1.29
265802_at	At2g35733	---	predicted protein	1.31	2.28	1.16
263935_at	At2g35930	PUB23	(PLANT U-BOX 23); U-box domain containing E3 ubiquitin ligase that is i	2.28	1.93	3.18
263953_at	At2g36050	OFP15	(ARABIDOPSIS THALIANA OVATE FAMILY PROTEIN 15)	1.78	1.02	3.46
263931_at	At2g36220	---	unknown protein	1.18	1.56	2.50
265211_at	At2g36640	ATECP63	late embryogenesis abundant protein (AtECP63) ; (EMBRYONIC CELL PF	0.85	1.72	12.73
265204_at	At2g36650	---	hypothetical protein predicted by genscan	0.52	1.79	2.83
265200_s_at	At2g36790	UGT73C6	UDP-glucosyl transferase 73C6 -putative	2.17	1.21	2.00
263890_at	At2g37030	---	SAUR-like auxin-responsive protein family	0.73	1.04	5.21
265471_at	At2g37130	---	putative peroxidase ATP2a	1.11	0.47	0.76
267143_at	At2g38100	---	putative peptide/amino acid transporter	0.58	0.22	0.34
266421_at	At2g38540	LP1	calmodulin binding; putative nonspecific lipid-transfer protein	0.44	1.55	0.64
267623_at	At2g39650	---	unknown protein	1.46	1.65	2.31
245086_at	At2g39820	---	putative translation initiation factor	1.09	6.73	0.69

267361_at	At2g39920	---	HAD superfamily, subfamily IIIB acid phosphatase	0.75	0.89	10.93
267357_at	At2g40000	HSPRO2	HS1 PRO-1 2-like protein (defense response to bacterium)	1.39	2.53	3.73
266052_at	At2g40740	WRKY55; tra	putative WRKY-type III DNA binding protein	0.87	0.86	6.19
257382_at	At2g40750	WRKY54; tra	member of WRKY Transcription Factor; Group III	1.00	1.45	2.17
245119_at	At2g41640	---	Glycosyltransferase family 61	2.14	2.33	4.59
265877_at	At2g42380	bZIP transcri	unknown protein ; supported by cDNA: gi_15100052_gb_AF401299.1_	1.19	2.33	6.77
265856_at	At2g42430	LBD16	(LATERAL ORGAN BOUNDARIES-DOMAIN 16) LOB-domain protein gene	0.45	0.21	0.88
263972_at	At2g42760	---	unknown protein	1.14	2.11	2.68
265264_at	At2g42930	---	Carbohydrate-binding X8 domain superfamily protein	0.19	1.31	1.32
266446_at	At2g43310	---	Ribosomal L18p/L5e family protein	0.78	0.42	0.57
260558_at	At2g43600	---	putative endochitinase	0.12	0.92	1.74
260556_at	At2g43620	---	putative endochitinase	0.90	0.39	1.28
260607_at	At2g43700	---	Concanavalin A-like lectin protein kinase family	0.43	0.68	0.30
260559_at	At2g43860	---	putative polygalacturonase; Pectin lyase-like superfamily protein	0.44	0.65	1.23
267230_at	At2g44080	ARL (ARGOS	Encodes ARL, a gene similar to ARGOS involved in cell expansion-depen	1.82	2.10	1.73
267384_at	At2g44370	---	cysteine/histidine-rich C1 domain-containing protein	0.95	0.44	1.01
266883_at	At2g44810	DAD1	(DEFECTIVE ANOTHER DEHISCENCE 1); phospholipase A1/ triacylglycerol l	0.44	0.54	0.25
266124_at	At2g45080	cycp3;1	(cyclin p3;1); cyclin-dependent protein kinase; putative PREG1-like nega	1.72	0.94	2.14
266597_at	At2g46130	WRKY43; tra	putative WRKY-type DNA binding protein ;supported by cDNA: gi:15384	0.39	0.84	0.53
266753_at	At2g46990	IAA20	auxin-induced protein (IAA20) (INDOLE-3-ACETIC ACID INDUCIBLE 20); t	1.68	0.14	1.49
266752_at	At2g47000	ABC84	(ATP BINDING CASSETTE SUBFAMILY B4) auxin polar transport	2.17	0.90	1.02
260581_at	At2g47190	MYB2	MYB transcription factor (Atmyb2)(MYB DOMAIN PROTEIN 2); DNA binc	0.85	1.27	3.27
245171_at	At2g47560	---	RING/U-box superfamily protein	1.39	1.21	0.50
266486_at	At2g47950	---	unknown	1.57	2.30	2.73
**265772_at**	At2g48010	RKF3	putative protein kinase; (RECEPTOR-LIKE KINASE IN IN FLOWERS 3); kin	1.48	1.55	1.99
258856_at	At3g02040	SRG3	(senescence-related gene 3); glycerophosphodiester phosphodiesteras	2.55	1.41	1.29
258629_at	At3g02850	SKOR	stelar K+ outward rectifying channel (SKOR) identical to stelar K+ outwa	0.22	1.25	0.82
259044_at	At3g03430	---	pollen allergen Bra r II Calcium-binding EF-hand	7.84	2.04	0.93
259331_at	At3g03840	---	putative auxin-induced protein similar to SAUR	0.76	1.40	0.11
258583_at	At3g04100	AGL57	AGAMOUS-like 57 ; putative SRF-type transcription factor (ATAF1) belo	0.54	4.99	1.17
258792_at	At3g04640	---	hypothetical protein	1.06	1.89	2.83
259015_at	At3g07350	---	unknown protein	2.17	2.14	1.61
259246_s_at	At3g07730	---	hypothetical protein	2.83	1.22	3.51
258671_at	At3g08560	VHA-E2	(VACUOLAR H+-ATPASE SUBUNIT E ISOFORM 2); putative vacuolar ATP	2.55	1.11	1.03
258682_at	At3g08720	S6K2	(ARABIDOPSIS THALIANA SERINE/THREONINE PROTEIN KINASE 2); kina	1.57	1.48	1.95
259206_at	At3g09040	---	hypothetical protein	2.07	1.00	5.82
259026_at	At3g09240	---	putative protein kinase similar to hypothetical proteins GB:AAC13615, i	0.37	1.27	0.66
259035_at	At3g09430	---	hypothetical protein	0.87	0.19	1.92
258753_at	At3g09530	ATEXO70H3	(exocyst subunit EXO70 family protein H3); protein binding	1.16	2.51	4.53
258650_at	At3g09830	---	putative protein kinase similar to protein kinase (APK1A)	1.03	1.21	2.14
258940_at	At3g09930	---	putative lipase acylhydrolase	0.21	0.28	0.52
259144_at	At3g10180	---	putative kinesin-like centromere protein	0.81	1.85	0.12
258959_at	At3g10600	CAT7	(CATIONIC AMINO ACID TRANSPORTER 7); cationic amino acid transme	0.81	0.62	3.39
258779_at	At3g11870	---	putative protein kinase	0.29	3.66	0.31
256289_s_at	At3g12230	scpl14	serine carboxypeptidase, (serine carboxypeptidase-like 14); serine-type	0.10	1.88	1.47
257603_at	At3g13820	---	F-box and associated interaction domains-containing protein	0.28	0.33	1.29
258395_at	At3g15500	ANAC055	putative jasmonic acid regulatory protein; Encodes an ATAF-like NAC-dc	2.62	1.64	0.67
259375_at	At3g16370	---	putative APG protein similar to anter-specific proline-rich protein APG p	0.57	1.89	0.91
258438_at	At3g17230	---	invertase/pectin methylesterase inhibitor family protein;	9.19	0.86	3.29
258349_at	At3g17609	HYH	Encodes a homolog of HY5 (HYH). Involved in phyB signaling pathway	1.27	0.46	0.57
257550_at	At3g18460	---	hypothetical protein	0.17	1.52	0.97
257747_at	At3g18700	---	hypothetical protein	1.95	1.84	0.20
257802_at	At3g18770	---	Autophagy-related protein 13; LOCATED IN: chloroplast	1.44	1.39	0.50
258016_at	At3g19350	MPC	(MATERNALLY EXPRESSED PAB C-TERMINAL); poly(A) binding	0.83	0.74	0.46
257076_at	At3g19680	---	unknown protein	1.01	1.40	2.41
257976_at	At3g20840	PLT1	(PLETHORA 1); transcription factor;putative transcription factor contain	1.49	0.15	1.40
257950_at	At3g21780	UGT71B6	(UDP-glucosyl transferase 71B6 / ABA glucosyltransferase	7.78	2.93	1.32
256938_at	At3g22500	ATECP31	LEA proteingi_15450430_gb_AY052316.1_	4.11	1.19	1.82
258321_at	At3g22840	ELIP1	early light-induced protein (EARLY LIGHT-INDUCABLE PROTEIN); chloro	0.67	0.84	0.50
257919_at	At3g23250	MYB15	myb-related transcription factor, (MYB DOMAIN PROTEIN 15); DNA bir	2.77	1.93	5.86
257161_at	At3g24280	SMAP2	(small acidic protein 2)	0.15	1.29	0.86
256898_at	At3g24650	ABI3	(ABA INSENSITIVE 3); DNA binding / basal transcription repressor/ tran	0.67	0.36	0.60
256760_at	At3g25650	ASK15	SKP1/ASK1 (At15), (ARABIDOPSIS SKP1-LIKE 15); protein binding / ubiq	0.45	4.76	2.77

257644_at	At3g25780	AOC3	(ALLENE OXIDE CYCLASE 3); allene-oxide cyclase	1.17	1.46	2.75
257012_at	At3g26120	TEL1	RNA-binding protein, (TERMINAL EAR1-LIKE 1); RNA binding / nucleic a	2.64	0.49	1.69
257624_at	At3g26220	CYP71B3	cytochrome P450 monooxygenase (CYP71B3) ; electron carrier/ heme l	3.46	0.99	0.95
257625_at	At3g26230	CYP71B24	cytochrome P450, putative contains Pfam profile: PF00067 cytochrome	1.93	1.85	1.11
256874_at	At3g26320	CYP71B36	cytochrome P450, putative	2.07	0.71	0.17
258279_at	At3g26870	---	putative self-incompatibility protein	0.55	0.19	2.13
257147_at	At3g27270	---	TRAM, LAG1 and CLN8 (TLC) lipid-sensing domain containing protein	0.49	0.86	0.64
258232_at	At3g27750	---	EMBRYO DEFECTIVE 3123	0.86	1.18	0.25
257308_at	At3g28120	---	unknown protein	0.39	4.82	0.78
257071_at	At3g28180	ATCSLC04 (C	(CELLULOSE-SYNTHASE LIKE C4); cellulose synthase/ transferase, transf	1.05	1.59	1.95
256633_at	At3g28340	GATL10	(Galacturonosyltransferase-like 10); polygalacturonate 4-alpha-galactur	1.21	1.71	4.03
257842_at	At3g28390	PGP18	P-glycoprotein, putative (P-GLYCOPROTEIN 18); ATPase, coupled to tra	0.14	0.45	3.94
258003_at	At3g29030	EXPA5	expansin At-EXP5 identical to expansin At-EXP5 (EXPANSIN A5)	0.49	0.76	1.69
245223_at	At3g29791	---	unknown protein	0.16	1.21	2.23
257307_at	At3g30210	MYB121	myb-like transcription factor, putative (MYB DOMAIN PROTEIN 121); D	0.63	0.23	0.84
256705_at	At3g30290	CYP702A8	cytochrome P450, putative similar to GB:C71417 from [Arabidopsis tha	0.64	6.15	1.71
256708_at	At3g30320	---	hypothetical protein	1.73	0.90	0.11
256571_at	At3g30730	---	hypothetical protein	0.09	1.13	0.97
256003_at	At3g31430	---	Ta11 non-LTR retroelement protein	0.75	0.20	0.73
252848_at	At3g42190	---	transposable element gene; similar to cysteine-type peptidase	0.72	1.80	0.22
252802_at	At3g42350	---	transposable element gene	6.45	1.68	0.54
252818_at	At3g42590	---	transposable element gene	1.16	0.64	4.11
252747_at	At3g43320	---	putative protein retrotransposon finger protein	0.23	3.71	1.02
252753_at	At3g43500	---	hypothetical protein	0.43	0.31	0.16
252702_at	At3g43730	---	transposable element gene	1.40	0.25	0.71
252705_at	At3g43760	---	transposable element gene	0.15	0.48	0.90
252679_at	At3g44260	---	CCR4-associated factor 1-like protein CAF1_MOUSE CCR4-ASSOCIATED	1.20	1.67	4.96
252661_at	At3g44450	---	putative protein	0.53	0.78	0.71
252657_at	At3g44780	---	Cysteine proteinases superfamily protein	0.13	1.27	0.70
252592_at	At3g45640	NAXT1	mitogen-activated protein kinase 3 ;(NITRATE EXCRETION TRANSPORTE	1.18	1.44	1.92
252544_at	At3g45810	---	respiratory burst oxidase - like protein (RbohD) respiratory burst oxida	0.15	0.43	1.09
252549_at	At3g45860	---	protein kinase - like receptor-like protein kinase RLK3, Arabidopsis thali	1.92	0.75	1.84
252553_at	At3g45910	---	putative protein	0.29	1.62	1.73
252563_at	At3g45970	ATEXLA1	(ARABIDOPSIS THALIANA EXPANSIN-LIKE A1) putative protein cim1 indi	1.16	1.82	2.11
252474_at	At3g46620	---	zinc finger (C3HC4-type RING finger) family protein	1.09	1.74	2.85
252460_at	At3g47230	---	transposable element gene	0.32	7.11	3.73
252421_at	At3g47540	---	endochitinase-like protein BASIC ENDOCHITINASE CHB4 PRECURSOR - c	0.88	1.89	1.14
252314_at	At3g49400	---	Transducin/WD40 repeat-like superfamily protein	1.89	3.07	0.62
252258_at	At3g49450	---	F-box and associated interaction domains-containing protein	0.47	0.19	0.42
252278_at	At3g49530	anac062	NAC2-like protein NAC2 - (Arabidopsis NAC domain containing protein	1.19	1.77	2.60
252193_at	At3g50060	MYB77	R2R3-MYB transcription factor ; assoc w lateral root development	1.19	1.53	3.56
252131_at	At3g50930	BCS1	BCS1 protein-like protein Homo sapiens h-bcs1 (BCS1) mRNA, (CYTOCH	1.39	1.60	3.36
252110_at	At3g51560	---	disease resistance-like protein TMV resistance protein N, Nicotiana glui	0.63	0.42	1.89
252076_at	At3g51660	---	LS1-like protein AT-LS1 product - Tautomerase/MIF superfamily proteir	0.51	0.79	0.72
252085_s_at	At3g52000	scpl37	serine-type carboxypeptidase like protein serine-type carboxypeptidas	2.83	1.38	1.54
252028_at	At3g52640	---	Zn-dependent exopeptidases superfamily protein	0.65	0.17	1.28
251925_at	At3g54000	---	hypothetical protein	1.07	1.36	2.14
251842_at	At3g54580	---	extensin precursor -like protein extensin precursor,EXT10, root specific	0.30	0.85	0.42
251829_at	At3g55020	---	Ypt/Rab-GAP domain of gyp1p superfamily protein	0.69	1.02	0.36
251824_at	At3g55090	---	ABC transporter - like protein ATP-binding cassette-sub-family G-memb	0.14	0.47	2.58
251836_at	At3g55190	---	lipase -like protein monoglyceride lipase, Mus musculus	2.16	4.17	0.66
251727_at	At3g56290	---	putative protein	0.62	0.46	0.61
251705_at	At3g56400	WRKY70; tra	member of WRKY Transcription Factor; Group III. Function as activator c	1.09	1.73	2.25
246293_at	At3g56710	SIB1	Sig1 (sigma factor)binding protein; Sibl is imported into chloroplasts an	1.22	1.60	2.45
251683_at	At3g57120	---	Protein kinase superfamily protein	2.17	1.19	1.18
251609_at	At3g57900	---	putative protein	1.28	1.51	5.54
251570_at	At3g58300	---	Arabidopsis phospholipase-like protein (PEARLI 4) family	0.16	1.03	0.33
251521_at	At3g59420	ACR4	(ARABIDOPSIS CRINKLY4); kinase/ transmembrane receptor protein kin	0.82	0.80	1.99
251443_at	At3g59940	---	Galactose oxidase/kelch repeat superfamily protein	1.74	2.00	1.56
251336_at	At3g61190	BAP1	(BON ASSOCIATION PROTEIN 1); phospholipid binding / protein binding	1.85	2.81	4.03
251335_at	At3g61400	---	1-aminocyclopropane-1-carboxylate oxidase-like protein 1-aminocyclo	0.40	3.58	0.65
251278_at	At3g61780	emb1703	putative protein hypothetical protein - Arabidopsis thaliana, PIR:F7142	1.06	0.90	1.96
251259_at	At3g62260	---	(embryo defective 1703)	1.33	1.82	3.46

251228_at	At3g62710	---	beta-D-glucan exohydrolase-like protein exhydrolase II - Zea mays, EMI	0.24	0.82	1.04
251192_at	At3g62720	XT1	alpha galactosyltransferase-like protein alpha galactosyltransferase - (X	1.05	1.62	2.69
255632_at	At4g00680	ADF8	putative actin-depolymerizing factor ; (ACTIN DEPOLYMERIZING FACTO	5.17	4.99	0.61
255400_at	At4g03760	---	hypothetical protein	3.56	0.22	2.30
255347_at	At4g03810	---	putative retrotransposon protein	0.14	0.58	1.17
255349_at	At4g03830	---	hypothetical protein	0.66	2.91	6.06
255372_at	At4g04120	---	putative reverse transcriptase	1.56	1.99	6.50
255245_at	At4g05630	---	hypothetical protein	0.96	1.14	0.21
255191_at	At4g07370	---	transposable element gene; gypsy-like retrotransposon family (Athila),	0.74	5.24	2.20
255172_x_at	At4g08000	---	putative transposon protein similar to A. majus TNP2	0.30	0.52	0.18
255141_at	At4g08420	---	transposable element gene; Mutator-like transposase family	0.54	0.72	7.73
255111_at	At4g08780	---	peroxidase C2 precursor like protein peroxidase (EC 1.11.1.7) C2 precu	0.53	0.86	0.44
255064_at	At4g08950	EXO	(EXORDIUM) putative phi-1-like phosphate-induced protein ;exordium;	0.85	1.30	2.60
255037_at	At4g09460	ATMYB6	myb6 DNA-binding protein (response to gibberellin stimulus, response t	1.54	2.01	1.09
255024_at	At4g09860	---	hypothetical protein	8.17	1.37	0.63
254954_at	At4g10910	---	hypothetical protein	2.68	2.28	1.91
254945_at	At4g10940	---	putative RING finger protein ring finger protein, Brevicoryne brassicae,	0.25	1.89	0.44
254926_at	At4g11280	ACS6	ACC synthase (AtACS-6)	1.04	1.95	3.20
254828_at	At4g12550	AIR1	putative cell wall-plasma membrane disconnecting CLCT protein (AIR1A	1.04	0.36	0.41
254733_at	At4g13760	---	putative polygalacturonase polygalacturonase, Pectin lyase-like superfa	0.12	0.55	0.47
254735_at	At4g13810	AtRLP47	putative disease resistance protein Cf-4 ,Lycopersicon hirsutum, (Recep	1.00	0.55	8.69
245624_at	At4g14090	---	glucosyltransferase like protein	0.57	0.38	0.57
245329_at	At4g14365	---	XB3 ortholog 4 in Arabidopsis thaliana (XBAT34) zinc ion binding	0.97	1.37	2.22
245568_at	At4g14650	---	hypothetical protein	0.72	2.13	0.86
245300_at	At4g16350	CBL6	(CALCINEURIN B-LIKE PROTEIN 6); calcium ion binding	1.40	0.72	0.52
245497_at	At4g16460	---	hypothetical protein	0.71	0.86	4.56
245346_at	At4g17090	CT-BMY	putative beta-amylase ; (CHLOROPLAST BETA-AMYLASE); beta-amylase	0.60	1.06	3.63
254700_at	At4g18000	---	hypothetical protein	0.15	0.86	0.61
254592_at	At4g18880	AT-HSFA4A	heat shock transcription factor - like protein heat shock transcription fa	1.28	1.53	2.13
254497_at	At4g20080	---	Phosphoribosylanthranilate transferase phosphoribosylanthranilate tra	0.81	0.55	5.66
254511_at	At4g20220	---	Reverse transcriptase	0.16	1.40	0.41
254430_at	At4g20820	---	reticuline oxidase - like protein reticuline oxidase (EC 1.5.3.9) precursor	1.27	6.50	0.86
254410_at	At4g21410	---	CRK29; serine/threonine kinase - like protein	1.93	1.02	0.97
254411_at	At4g21420	---	transposable element gene; gypsy-like retrotransposon family	3.16	0.76	0.96
254331_s_at	At4g22710	CYP706A2	cytochrome P450 - like protein flavonoid 3',5'-hydroxylase Hf1, Petunia	0.88	1.35	2.58
254240_at	At4g23496	SP1L5	(SPIRAL1-LIKE5) Regulates cortical microtubule organization. Mutant pl	0.78	0.91	0.53
254119_at	At4g24780	---	putative pectate lyase pectate lyase, Musa acuminata,	0.53	0.78	0.68
254059_at	At4g25200	ATHSP23.6-f	Arabidopsis mitochondrion-localized small heat shock protein (AtHSP23	1.09	3.27	1.44
254042_at	At4g25810	XTR6	xyloglucan endo-1,4-beta-D-glucanase (XTR-6) (XYLOGLUCAN ENDOTR	1.67	2.28	3.89
253962_at	At4g26460	---	S-adenosyl-L-methionine-dependent methyltransferases superfamily pr	1.36	1.21	0.24
253910_at	At4g27290	---	putative receptor like kinase receptor-like kinase SFR2, Brassica olerace	7.01	1.27	0.57
253839_at	At4g27890	---	HSP20-like chaperones	0.77	0.84	0.46
253853_at	At4g28130	---	putative diacylglycerol kinase (fragment) putative diacylglycerol kinase	1.52	6.73	0.59
253815_at	At4g28250	ATEXPB3 (Af	putative beta-expansin/putative beta-expansin/allergen protein; plant-	0.52	0.74	0.82
253713_at	At4g29370	---	Galactose oxidase/kelch repeat superfamily protein; CONTAINS InterPro	1.22	0.21	2.77
253627_at	At4g30650	---	low temperature and salt responsive protein homolog low temperatur	0.45	1.01	0.76
253604_at	At4g30970	---	hypothetical protein	1.45	0.15	0.22
253485_at	At4g31800	WRKY18; tra	Pathogen-induced transcription factor	1.39	2.43	3.03
253504_at	At4g31960	---	hypothetical protein	1.36	3.92	0.61
253472_at	At4g32230	---	hypothetical protein	0.18	0.60	0.34
253405_at	At4g32800	---	transcription factor TINY homolog encodes a member of the DREB subf	1.18	0.90	2.00
253416_at	At4g33070	PDC1	pyruvate decarboxylase-1 (Pdc1)	1.01	0.72	0.42
253356_at	At4g33390	---	putative protein myosin II heavy chain - Naegleria fowleri,PID:g135376:	0.14	0.44	0.47
253298_at	At4g33560	---	putative protein ;supported by full-length cDNA: Ceres:17194.	1.01	1.13	0.52
253323_at	At4g33920	---	Protein phosphatase 2C family protein	1.13	1.44	2.35
253292_at	At4g33985	---	Expressed protein	0.94	1.39	2.41
253284_at	At4g34150	---	Calcium-dependent lipid-binding (CaLB domain) family protein	0.88	1.52	2.41
253244_at	At4g34580	COW1	putative protein SEC14 protein, Saccharomyces cerevisiae, (CAN OF W	0.96	0.76	0.45
253209_at	At4g34830	---	putative protein membrane-associated salt-inducible protein, Member	2.99	0.30	0.50
253219_at	At4g34990	AtMYB32 (m	MYB-like protein myb-related protein Y49, Arabidopsis thaliana, PIR:S5	1.33	2.00	2.10
253140_at	At4g35480	RHA3B	RING-H2 finger protein RHA3b ;supported by full-length cDNA: Ceres:3:	1.17	1.45	2.07
252984_at	At4g37990	ELI3-2	cinnamyl-alcohol dehydrogenase ELI3-2 ; (ELICITOR-ACTIVATED GENE :	3.36	1.59	1.51
252958_at	At4g38620	MYB4; DNA	putative transcription factor (MYB4) ; supported by cDNA: gi_3941411_	2.64	2.10	1.40

How the deposited data were processed for this re-analysis (not part of the article)

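Transcript levels were measured on 36 Affymetrix ATH1 arrays. Of these, 30 come from leaves, hypocotyls and roots of plants grown for 12 days in spaceflight or in the ground control chamber, 5 arrays per organ and environment, with 1 sample from plate 2, 2 from plate 4 and 2 from plate 6. The other 6 come from whole plants, 3 per environment, 1 from each of these plates, and are not described in the paper. Each organ array holds a pool of plants. The deposited signals are intensity values on a linear scale that the authors made with MAS5 in the Affymetrix Expression Console (versions not given); their trimmed mean is 499.7 to 499.8 on every array. The authors also deposited tables with a p-value and a q-value per probe set, from Student's test on normalized signals in the organs, with log2 fold changes of flight over ground control and with counts of arrays on which MAS5 called a probe set present. The organ tables list only probe sets at a p-value under 0.01, and the table of whole plants lists all; the test behind the latter is not named.

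From the deposited signals, log2 values were computed with no offset. Of 22810 probe sets, the 64 controls of the array were left out, and 22746 were tested. Of the probe sets on the array, 21569 carry the locus of 1 gene, 1022 of several genes and 155 none, and 22091 of those tested have a listed locus in the reference table of Arabidopsis genes. Flight was compared with ground control by limma 3.58.1 in R 4.3.3 (lmFit and eBayes), separately in each organ and in whole plants, with Benjamini-Hochberg adjustment and an adjusted p under 0.05 as the threshold. Counts were also made at the study's thresholds, an unadjusted p under 0.01 and a fold change of at least 1.9, or of over 7. The difference of the flight effect between organs was tested as an interaction over the 30 organ arrays, with the plant pool as a random block (estimated correlation 0.031). Probe sets among the lowest 40% by mean log2 signal are called low-signal. On arrays no counts give a depth; the number of arrays and the signal over background limit the precision.

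Of the analysis choices, the design, the alternatives and 21 gene lists were written before the deposited data were examined, but with the paper known. The lists are touch and rapid wound response, jasmonate pathway, WRKY transcription factors of defence, salicylate and pathogen defence, cold and DREB regulon, abscisic acid and drought, heat shock response, hypoxia response, early auxin response and auxin transport, expansins, xyloglucan endotransglucosylases, root hair growth, photosynthesis, light signalling and photoreceptors, flavonoid and anthocyanin synthesis, phosphate starvation, circadian clock, mitotic cell cycle, reference genes, root markers and seed maturation markers. Some genes stand on 2 lists: WRKY33, WRKY40, TCH4, EXPA7, EXPA18, RHS18, RHS19, RD29B and PIN2. A gene with several probe sets is represented by that with the highest mean signal, and probe sets of several genes were not used for lists. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and the mean of each list per array or per plate by an exact two-sided permutation test. The genes named in the text are those that the paper names (55, of which 53 have a probe set of their own), for each comparison the 10 higher and 10 lower genes with non-overlapping groups that passed, or if fewer passed, those with the smallest p, and up to 4 members of each list with the smallest p. The paper's values for its genes had been seen before this choice, and the study chose the genes of Figure 3C on these arrays, so their direction is not independent evidence.

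The tests were tested on simulated data, drawn for each probe set from a normal distribution with its mean and SD on the real arrays, with known changes added to 200 probe sets above the low-signal limit. Among 22746 probe sets, limma recovered 59.7% of log2 changes of 1, 91% of 2 and 97% of 3 in leaves, 52.2%, 89.6% and 100% in hypocotyls, 59.7%, 92.5% and 100% in roots, and 0%, 28.4% and 84.8% in whole plants. Of the unchanged probe sets, 158 in leaves, 144 in hypocotyls, 144 in roots and 205 in whole plants met the study's thresholds. The arrays were drawn independently, while real arrays of a plate had an estimated correlation of 0.23 in leaves, 0.21 in hypocotyls and 0.15 in roots. So these shares and counts may differ on the real arrays, and the shares hold for 200 changed probe sets at once. With a change of 2 in roots alone, the interaction recovered 89.5% in leaves against roots and 89% in hypocotyls against roots. A list of 30 genes shifted by 0.8 in roots was called by camera, and 0 of 20 lists without a shift; probe sets were drawn independently, so this did not test lists of correlated genes. The alternatives were quantile normalization, scaling to a shared 75th percentile, an offset at the 25th percentile of signals before log2, a filter on low-signal probe sets, Student's test, limma with trend and robust settings, plate and replicate number as a block, the plate as a random block, plate means, all organ arrays in 1 fit, other thresholds, and leaving out each replicate. Leaving out each plate for the touch and flavonoid lists was added after the data were seen. The filter on absent probe sets was not repeated, because detection calls are deposited for listed probe sets only. The alternative splits of the samples, 100 draws per organ and 10 for whole plants, are given in the closing part. Results of the fluorescence images and of the quantitative PCR have no deposited file and were not analysed.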

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

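The tests of the plates, of the single leaf array and of the scaling in leaves were chosen after the results were seen. Of 142 groups of 4 to 10 samples checked for a sample far from the others, 6 held 1, and chance alone flags about 1 group in 20. The touch list in flight leaves had a mean log2 signal of 10.10 in the plate 2 sample, against 11.09 to 11.32 in the other 4 samples. The WRKY list in flight leaves had 8.60 in the same sample, against 9.11 to 9.21. The hypoxia list in ground control leaves had 9.00 in plate 6 replicate 1, against 8.10 to 8.34. The mitotic list had 9.21 in ground control leaves of plate 4 replicate 1, against 8.84 to 8.92, and the reference genes 11.43 in ground control leaves of plate 6 replicate 2, against 11.22 to 11.28. DDF1 in flight roots had a log2 signal of 4.30 on plate 2, against 7.96 to 8.87.

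Whole plants, which the paper does not analyse, gave 8 further results by a difference of flight and ground control. AT3G30620 had a log2 fold change of 4.86, from signals of 43.5 ± 5.24 in flight and 1.49 ± 0.166 in ground control (SD, n = 3), all low. By camera, the mean log2 fold change of the touch list was 1.05, of the jasmonate list 0.77, of the WRKY list 0.82, of the cold list 0.55, of the heat shock list 0.45, of the photosynthesis list -0.32 and of the seed maturation list 1.72. Their adjusted p-values were 2.33e-12, 0.000311, 0.000119, 0.0024, 0.00103, 0.000119 and 0.000294, and each was 0.711 with an estimated correlation (adjusted p = 0.711 with an estimated correlation). All 9 seed maturation genes measured had low signals, with a mean log2 signal of 5.26 ± 1.53 on the flight arrays, from 3.69 on plate 2 to 6.74 on plate 4, and 3.54 ± 0.35 on the ground control arrays (SD, n = 3).

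Touch genes varied between plates within each environment. In the organs, 97% of the variance within environments lay between plates (exact p = 0.00444, the smallest that the 225 assignments of plates allow; 0.0622 adjusted over 21 lists). Such variation was not particular to touch genes. The share was 95% for jasmonate and 92.1% for cold genes (exact p = 0.00889 each, 0.0622 adjusted). It was 89.8% for phosphate starvation and 85.8% for WRKY genes (exact p = 0.0267 and 0.0222, 0.0934 adjusted). The lowest share of the 21 lists was 39.2%, for salicylate genes. For touch genes the scaling of the arrays does not account for the variation, since after quantile normalization the range of plate means was 101% of that before. A difference shared by the samples of a plate may account for the variation, and its cause was not tested. In roots, whether plates that differ by chance give the difference of flight and ground control cannot be told apart from a flight effect with 3 plates against 3 (exact p = 0.1), and spaceflight itself stays open as an explanation.

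In leaves, 184 of the low-signal calls were lower and 16 higher. Whether noise near background gives such a count stays open: 5 of 100 splits of the 10 leaf arrays, the real one among them, gave as many calls in 1 direction, with 276 in the highest other split, so the share with the real one lies at the limit of 5% and the share of the others below it. Without the ground control array of plate 2 the lower calls numbered 128 and the higher ones 46, and after quantile normalization 85 and 74. With any other leaf array left out, the lower calls numbered 161 to 248 and the higher ones 18 to 35. The 128 and 85 lower calls lie below that range. Neither cleared the bounds set for its test by more than the SD of those counts, a margin set after the values were seen. The array and the scaling therefore stay open as causes. No biological explanation was tested for low-signal probe sets.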

How the results depend on the processing

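Sensitivity was tested with alternatives set before the data were examined, apart from leaving out plates. In leaves, the number of probe sets at an adjusted p under 0.05 was 0, and 1 with the low-signal filter (fewer probe sets tested; SIAR1), 5 with trend and robust settings and 21 with all organ arrays in 1 fit; the count at the study's thresholds was 255, and 84 with the offset, 69 with the low-signal filter, 386 with all organ arrays in 1 fit and 841 at p under 0.05. In hypocotyls, the count was 1 (AT2G15130), and 1 with trend and robust settings, but AT1G48100 in place of AT2G15130, and 0 with quantile normalization, offset, low-signal filter, Student's test, replicate block, plate as random block, plate means, all organ arrays in 1 fit or adjusted p under 0.01; at the study's thresholds it was 173, and 74 with the offset, 79 with the filter and 612 at p under 0.05. In roots, the count was 0, and 16 with the offset, 65 with the filter, 62 with trend and robust settings and 8 with all organ arrays in 1 fit; at the study's thresholds it was 300, and 189 with the offset, 195 with plate means and 751 at p under 0.05. In whole plants, the count was 1, and 0 with offset, filter, Student's test, trend and robust settings, replicate block or adjusted p under 0.01; at the study's thresholds it was 209, and 81 with the offset, 83 with the filter, 82 by Student's test and 741 at p under 0.05. The filter leaves out the low-signal probe sets, which made up 78.4%, 73.4% and 89% of the calls at the study's thresholds in leaves, hypocotyls and whole plants. The share of higher calls was 25.1% in leaves and 57.5% after quantile normalization, and 67.5% and 55.9% in whole plants.

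With single replicates left out, the ranges were 0 to 1 (adjusted) and 225 to 349 (study's thresholds) in leaves, 0 to 4 and 162 to 227 in hypocotyls, 0 to 9 and 245 to 381 in roots, and 0 to 0 and 234 to 335 in whole plants, where 335 came without the flight sample of plate 2. Of the differences between organs, 0 probe sets passed, and with replicates left out 0 to 2 did for leaves against hypocotyls, 0 to 1 for leaves against roots and 0 to 2 for hypocotyls against roots. Shared higher probe sets of leaves and hypocotyls were 6, and 13 with the offset, 13 with the filter and 2 by Student's test; lower ones were 1, and 0 under each of these 3. Shared higher ones of leaves and roots were 8, and 2 by Student's test; lower ones were 1, and 0 with quantile normalization, offset, filter and Student's test. Shared higher ones of hypocotyls and roots were 9, and 20 with the offset, 17 with the filter and 4 by Student's test. The touch list passed camera in each organ and in whole plants, but not with an estimated correlation (adjusted p = 0.469 in leaves, 0.569 in hypocotyls, 0.0586 in roots and 0.711 in whole plants), and with fry only in roots (0.0101; 0.339 in leaves, 0.487 in hypocotyls and 0.563 in whole plants). Without plate 4, its adjusted p was 0.163 in leaves and 0.794 in hypocotyls. The flavonoid list in hypocotyls had an adjusted p of 0.295 with an estimated correlation and 0.106 by fry. Most of the 84 list and tissue pairs did not pass camera at its preset correlation. Of the calls that did, 29 were lost with an estimated correlation and 24 by fry. With an estimated correlation, the WRKY and heat shock lists in roots alone still passed (adjusted p = 0.0386 for both). By fry, the expansins in leaves still passed, and in roots the touch, WRKY, salicylate, abscisic acid, heat shock and hypoxia lists. For the named genes, 10443 of 10551 values under alternatives kept their side of the adjusted threshold, 85 came to pass and 23 no longer did. In the main fits AT2G15130 and AT3G30620 alone passed, and the 23 losses are theirs. For the other genes keeping a side means not passing in either fit. On plate means, 31 of 73 named root genes, 26 of 51 in hypocotyls and 27 of 43 in leaves stayed at an unadjusted p under 0.01. Among genes at an unadjusted p under 0.01 in the main fit, or passing under the alternative, 0 reversed direction. Block by plate and replicate number rests on numbers that flight and ground control share. The residuals of samples with the same number had r of -0.088 to 0.039 in the organs and of 0.038 to 0.107 in whole plants, where the sample of the same number was the best partner for 3 of 3. The paper states that ground control samples were taken in parallel with the spaceflight samples. The filter on absent probe sets was not run. Signal over background limits all values near the low-signal limit.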

Differences from the paper's values

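The paper states 58 genes changed over 7-fold in any organ; 110 probe sets were found here. Of the alternatives set before the data were examined, quantile normalization gave a value within 1.5 times the paper's (73), and the other 9 that give such a count did not. The count was 3 with the offset and 4 with the low-signal filter. The paper states 26 genes changed at least 1.9-fold in all organs; 51 were found here, 24 with the offset, 35 with the low-signal filter, 37 by Student's test, 31 with the plate as random block and 23 with plate means, which lie within 1.5 times the paper's value, and outside it with quantile normalization, 75th percentile scaling, trend and robust settings, replicate block and all organ arrays in 1 fit. The paper states 17 higher in all organs; 38 were found here, 24 with the offset and 22 with the plate as random block, which lie within that range, and not with the other 8. Lower in all organs were 9 genes in the paper and 13 here. That count was 0 with the offset, 0 with the low-signal filter and 8 by Student's test. It was 9 with the plate as random block and 17 with plate means, where 6 were higher. A total near the paper's 26 can therefore hold another split of higher and lower genes. The paper describes its 26 genes as changed coordinately by 1.9-fold or more in every organ. Counted here were probe sets that passed in at least 1 organ and changed by 1.9-fold in all. The main counts come from limma without the paper's filter on absent probe sets, so the sets compared are unlike. For 1.9-fold in any organ the paper states 480 genes, where 700 probe sets were found here by limma and 499 by Student's test.

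Fig. 3B states no thresholds, and its numbers outside the overlaps were set against each organ's total here, with the pair overlaps left out. It gives about 130 higher in hypocotyls, read by eye in Fig. 3B, against 209 here; 7 alternatives, quantile normalization, offset, low-signal filter, Student's test, trend and robust settings, plate as random block and plate means, give values within 1.5 times of it, and the other 3 do not. It gives about 200 higher in roots, read by eye in Fig. 3B, against 307 here, with the same 7 alternatives and 75th percentile scaling within that range and replicate block and all organ arrays in 1 fit not. It gives about 120 lower in leaves, read by eye in Fig. 3B, against 278 here, with quantile normalization within that range and the other 9 not. At 1.9-fold, Additional file 1 holds 90, 127 and 202 higher genes in leaves, hypocotyls and roots, where the figure gives about 91, 130 and 200. Lower genes number 116, 84 and 89, against about 120, 83 and 88 in the figure. So the figure's numbers match each organ's total at 1.9-fold.

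For PGP18 the paper states a rise in leaves and a repression in roots. Here its log2 fold change was -3.32 in leaves and 1.97 in roots, and both directions were the same under every alternative that kept its probe set. The ratios listed in the paper's Additional file 1 are 0.14 in leaves and 3.94 in roots, against 0.10 and 3.91 here, in the same direction as here. For JAZ7 the legend of Fig. 4 states a significant difference on the arrays in roots; here the unadjusted p was 0.0677, and its log2 fold change of 1.32 matches the bar of that figure, about 1.3 in Fig. 4, read by eye. Of the genes in that legend, DDF1, DREB2A, TCH4 and ELIP1 had unadjusted p-values of 0.00174, 0.000926, 0.000711 and 0.000335.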

Other observations

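In hypocotyls, 12 of 17 genes of flavonoid and anthocyanin synthesis were lower in flight at an adjusted p under 0.05 when adjusted over the list alone, and none over all probe sets. PAP1, a transcription factor that activates anthocyanin synthesis, had a signal of 172 ± 66.2 (SD, n = 5) in flight hypocotyls and 415 ± 104 (SD, n = 5) in ground control hypocotyls, with a log2 fold change of -1.32 (standard error 0.28, adjusted p = 0.00957 over the list alone). CHS, the chalcone synthase that opens the flavonoid pathway, had 1501 ± 849 in flight and 4118 ± 1520 in ground control (SD, n = 5), and the glycosyltransferases UGT79B1 and UGT78D2 had log2 fold changes of -1.71 and -0.92. The median of the list was -1.46 in hypocotyls (camera, adjusted p = 5.58e-14; adjusted p = 0.295 with an estimated correlation), -0.44 in leaves (camera, adjusted p = 0.00156; adjusted p = 0.469 with an estimated correlation) and -0.29 in roots (camera, adjusted p = 0.213). Between hypocotyls and roots the difference was -0.99 (camera, adjusted p = 4.95e-05; adjusted p = 0.77 with an estimated correlation).

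In roots, 3 of 17 hypoxia response genes were lower over the list alone: HB1, a haemoglobin, at 2962 ± 383 in flight and 5487 ± 548 in ground control (SD, n = 5), PDC1, a pyruvate decarboxylase of fermentation, at 1075 ± 371 in flight and 2453 ± 667 in ground control (SD, n = 5), and SAD6, a desaturase, at 611 ± 42.3 in flight and 997 ± 233 in ground control (SD, n = 5). The median of this list was -0.45 in roots (camera, adjusted p = 2.75e-07; adjusted p = 0.0586 with an estimated correlation), 0.11 in leaves (camera, adjusted p = 0.329) and -0.22 in hypocotyls (camera, adjusted p = 0.152), with a difference between leaves and roots of 0.51 (camera, adjusted p = 4.95e-05; adjusted p = 0.77 with an estimated correlation). Of 18 heat shock genes, HSFA4A and HSP90.1 were higher in roots over the list alone, the former at 920.3 ± 264 in flight and 437 ± 37.8 in ground control (SD, n = 5) (camera, adjusted p = 1.75e-05; adjusted p = 0.0386 with an estimated correlation). The medians were 0.52 in roots, 0.28 in hypocotyls, where HSP23.6 was higher from low signals (camera, adjusted p = 0.0541), and 0.29 in leaves (camera, adjusted p = 0.0521). Of 18 abscisic acid and drought genes, CYP707A3, which breaks down abscisic acid, was higher in roots over the list alone at 1839 ± 786 in flight and 472 ± 114 in ground control (SD, n = 5) (camera, adjusted p = 0.00505; adjusted p = 0.0586 with an estimated correlation), and the medians of the list were 0.18 in roots, 0.15 in hypocotyls (camera, adjusted p = 0.438) and 0.01 in leaves (camera, adjusted p = 0.592).

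Photosynthesis genes had medians of -0.25 in leaves (camera, adjusted p = 0.000325; adjusted p = 0.663 with an estimated correlation), -0.15 in hypocotyls (camera, adjusted p = 0.00155; adjusted p = 0.569 with an estimated correlation) and 0.04 in roots (camera, adjusted p = 0.427). Circadian clock genes had 0.04, -0.18 and -0.06 in the same order (camera, adjusted p = 0.654, 0.0401 and 0.443; adjusted p = 0.295 with an estimated correlation in hypocotyls). Mitotic genes had -0.10, -0.13 and 0.01 (camera, adjusted p = 0.612, 0.283 and 0.904), reference genes -0.03, -0.01 and -0.09 (camera, adjusted p = 0.489, 0.558 and 0.721), root markers -0.20, -0.33 and -0.03 (camera, adjusted p = 0.945, 0.438 and 0.5) and seed maturation markers -0.68, 0.06 and 1.10 (camera, adjusted p = 0.122, 0.777 and 0.214). In roots the seed maturation list had low signals, with a mean log2 signal of 3.74 ± 2.09 in flight, from 2.09 to 7.29. In ground control roots it was 2.89 ± 0.35 (SD, n = 5). The means on flight plates 2, 4 and 6 were 3.80, 5.18 and 2.27. Root hair genes had medians of -0.31 in leaves (camera, adjusted p = 0.592) and 0.15 in hypocotyls (camera, adjusted p = 0.283), where ADF8 was higher over the list alone from low signals.

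The whole plants are labelled WS and the organ samples a WS and Col-0 mixture. In whole plants, WRKY22 was higher over its list alone, with a log2 fold change of 1.23 (standard error 0.23), and EXPA7, an expansin of root hairs with low signals, was lower over the expansin and root hair lists, with -3.12 (standard error 0.53). Of the 22746 probe sets, AT3G30620 was the 1 that passed over all, and 1030 had an unadjusted p under 0.05. At the study's thresholds 209 passed, 186 of them low-signal. Of the genes of Figure 3C, all 17 listed as up-regulated were higher in flight whole plants by direction alone. Of the 7 measured genes listed as down-regulated, 3 were lower. The whole plants carry the same plate numbers as the organ samples, so they are not a separate flight experiment. The fold changes of whole plants had an r with those of leaves, hypocotyls and roots of 0.41, 0.36 and 0.42 across probe sets that were not low-signal, and of 0.01, 0.06 and 0.10 across all. The medians of the lists that did not pass camera were 0.01 for salicylate, 0.05 for abscisic acid, -0.06 for hypoxia, -0.05 for auxin, -0.28 for expansins, 0.42 for xyloglucan endotransglucosylases, -0.54 for root hair, -0.05 for light, -0.25 for flavonoid, 0.33 for phosphate, 0.01 for clock, -0.20 for mitotic, -0.07 for reference and 0.20 for root marker genes.

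For the lower flavonoid genes of hypocotyls, the tests of chance, of scaling and of root tissue were chosen after the result was seen. An exact two-sided permutation test over arrays gave p = 0.0238, with a difference of -1.23, and 0.25 adjusted over the 21 lists of hypocotyls, from which this one was picked. So differences between pools by chance stay open. Without the plate 6 samples the difference was -0.90 and after quantile normalization -1.25. Root tissue in the flight samples would raise root markers, which were -0.31 in flight against ground control hypocotyls, where ground control roots lay 3.87 above ground control hypocotyls. A plate difference stays open, since the exact p over plates was 0.1, the smallest that 3 plates against 3 allow. An effect of spaceflight on flavonoid genes stays open too.

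Splits of the samples into groups of the same size tested the counts, and each number of splits below includes the real one. For the 300 probe sets of roots at the study's thresholds, 2 of 100 splits gave as many, the highest other being 324, so a chance split of independent arrays is unlikely to give them. Arrays share plates, however, and with the plate as random block the count was 253 and with plate means 195, so chance differences between plates stay open. Chance cannot be excluded for the 255 of leaves (7 of 100 splits, the highest other 387) or the 173 of hypocotyls (18 of 100, the highest other 330), where the largest split set the flight samples of plates 2 and 6 with the ground control samples of plate 6, which follows plates; with the plate as random block the counts were 198 and 124, and with plate means 245 and 207. At an adjusted p under 0.05 it cannot be excluded for the 1 of hypocotyls (40 of 100, the highest other 5). For the 0 of leaves and of roots and the 0 of each difference between organs every split is as large by construction (100 of 100), so the splits say nothing there; the highest others were 11 and 5, and 3, 50 and 4. In whole plants the 10 splits are too few: the counts were 1, with 2 of 10 splits as large and the highest other 1, and 209, with 5 of 10 and the highest other 369.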
